# Genome-Wide Gene Expression Profiling Revealed a Critical Role for GATA3 in the Maintenance of the Th2 Cell Identity

**DOI:** 10.1371/journal.pone.0066468

**Published:** 2013-06-18

**Authors:** Tetsuya Sasaki, Atsushi Onodera, Hiroyuki Hosokawa, Yukiko Watanabe, Shu Horiuchi, Junji Yamashita, Hitoshi Tanaka, Yasumasa Ogawa, Yutaka Suzuki, Toshinori Nakayama

## Abstract

Functionally polarized CD4+ T helper (Th) cells such as Th1, Th2 and Th17 cells are central to the regulation of acquired immunity. However, the molecular mechanisms governing the maintenance of the polarized functions of Th cells remain unclear. GATA3, a master regulator of Th2 cell differentiation, initiates the expressions of Th2 cytokine genes and other Th2-specific genes. GATA3 also plays important roles in maintaining Th2 cell function and in continuous chromatin remodeling of Th2 cytokine gene loci. However, it is unclear whether continuous expression of GATA3 is required to maintain the expression of various other Th2-specific genes. In this report, genome-wide DNA gene expression profiling revealed that GATA3 expression is critical for the expression of a certain set of Th2-specific genes. We demonstrated that GATA3 dependency is reduced for some Th2-specific genes in fully developed Th2 cells compared to that observed in effector Th2 cells, whereas it is unchanged for other genes. Moreover, effects of a loss of GATA3 expression in Th2 cells on the expression of cytokine and cytokine receptor genes were examined in detail. A critical role of GATA3 in the regulation of Th2-specific gene expression is confirmed in *in vivo* generated antigen-specific memory Th2 cells. Therefore, GATA3 is required for the continuous expression of the majority of Th2-specific genes involved in maintaining the Th2 cell identity.

## Introduction

Naïve CD4 T cells have the capacity to differentiate into several alternative cell types, the best characterized of which are Th1, Th2 and Th17 cells [1]. Th1 cells are crucial for obtaining protection against viruses and intracellular pathogens and Th2 cells are required for the removal of extracellular parasites. Th1 cells are involved in the pathogenesis of tissue-specific autoimmune diseases, while Th2 cells are responsible for allergic diseases such as asthma. Th17 cells function in the immune response to extracellular bacteria and participate in the development of inflammatory bowel diseases. Several master transcription factors that regulate Th1/Th2/Th17 cell differentiation have been identified. STAT1 and STAT4 induce the expression of T-bet and act as key regulators of Th1 cell fate determination [2]. The generation of Th2 cells requires IL-4, which leads to STAT6 phosphorylation [3] and the upregulation of GATA3, the key regulator of Th2 development [4], [5]. Th17 development is thought to be dependent on the lineage-specific transcription factor retinoic acid-related orphan receptor (ROR) γt [6], [7].

During the differentiation of these Th subsets, the expression of a certain set of genes, including a specific master transcription factor, is upregulated, which in turn leads to the expression of subset-specific cytokine genes. Furthermore, a more fundamental regulator of gene expression during Th cell differentiation, so-called chromatin remodeling, establishes the stable expression of subset-specific cytokine genes [8]. Once these cell subsets have been established, they lose the potential to differentiate into other subsets. However, it has been reported that, under certain conditions, some Th cell subsets, particularly Th17 cells, preserve a substantial capacity for re-differentiation called plasticity [9].

In peripheral CD4 T cells, the activation of STAT6 induces high-level GATA3 mRNA expression [10]. Additionally, we and others have recently reported that STAT6 binds to specific regions of the GATA3 gene to regulate its transcription [11], [12]. Changes in active histone modifications such as H3-K9/14 acetylation and H3-K4 methylation at Th2 cytokine gene loci occur during Th2 cell differentiation [13], [14], [15], and are induced primarily by GATA3 in both CD4 and CD8 T cells [16]. Several reports, including ours, have shown that GATA3 plays important roles in continuous chromatin remodeling of the specific Th2 cytokine gene locus and in the maintenance of the ability to produce large amount of the Th2 cytokines [17], [18], [19], [20]. A high-level expression of GATA3 is strictly maintained in fully developed Th2 cells in a Menin/Trithorax-dependent but IL-4/STAT6-independent manner, indicating that Th2 cells possess relatively low plasticity [12]. Recently, genome-wide studies using chromatin immunoprecipitation (ChIP) assays coupled with massive parallel sequencing analyses (ChIP-Seq) have identified many of the GATA3-bound regions in several CD4 T cell subsets [21] [22]. However, it is still unclear whether the continuous expression of GATA3 is required for the maintenance of Th2-specific gene expression to preserve Th2 cell identity.

In order to study the role of GATA3 in the maintenance of Th2 cell identity and function, we identified GATA3-regulated genes in both effector Th2 cells and fully developed Th2 cells using microarray analyses. Of the GATA3-regulated gene candidates, we selected 65 after taking into account information about gene product function and our previously deposited ChIP-Seq datasets. Gene expression profiling of these 65 genes not only showed the importance of GATA3 in fully developed Th2 cells, but also provided interesting information about the behavior of gene expression. Finally, we assessed the effects of GATA3 knockdown on memory Th2 cells. We observed that GATA3 regulates the expression of the majority of Th2-specific genes, not only in fully developed Th2 cells, but also in antigen-specific memory Th2 cells. Therefore, these approaches revealed multiple manners in which GATA3 is involved in the maintenance of the Th2 cell identity.

## Materials and Methods

### Mice

C57BL/6 mice were purchased from CLEA (Tokyo, Japan). All mice used in this study were maintained under specific pathogen-free conditions and ranged from six to eight weeks in age. All animal care was performed in accordance with the guidelines of Chiba University. Experimental animals were sacrificed by cervical dislocation. We made every efforts to relieve the pain of experimental animals. The protocol was approved by the Committee on the Ethics of Animal Experiments of Chiba University (Permit Number: 24-4).

### Reagents

Recombinant murine IL-12 was purchased from BD Pharmingen and recombinant murine IL-4 was purchased from TOYOBO (Osaka, Japan).

### Antibodies

The antibodies used for the ChIP assay included anti-GATA3 mAbs (Santa Cruz Biotechnology) and anti-acetylhistone H3-K9 (Upstate; 06–599).

### Generation of Effector Th1 and Th2 Cells

Effector Th1/Th2 cells were generated as previously described [23]. Splenic CD4 T cells were prepared using a magnetic cell sorter (Auto-MACS; Miltenyi Biotec) yielding a purity of >98%. Where indicated, cells from C57BL/6 mice were stimulated with immobilized anti-TCR mAbs (H57–597; 5µg/ml) and anti-CD28 mAbs under Th1 or Th2 culture conditions for five days *in vitro*. The Th1 conditions were as follows: 25 U/ml of IL-2, 10 U/ml of IL-12 and anti–IL-4 mAbs. The Th2 conditions were as follows: 25 U/ml of IL-2 and 100 U/ml of IL-4. The cells were used as either Th1 or Th2 cells, respectively.

### Establishment of Fully Developed Th2 Cells

Splenic CD4 T cells were stimulated under Th2 culture conditions for five days *in vitro*. The Th2 cells were further cultured *in vitro* for another two days in the absence of any exogenous cytokines. The cultured CD4 T cells were then restimulated with immobilized anti-TCR mAbs with IL-2 and anti-IL-4 mAbs for 5 days. We defined these cells as fully developed Th2 cells [12]. This cycle was repeated more than three times. (Th2-2^nd^ ∼ Th2-4^th^).

### Generation of Memory Th2 Cells

Memory Th2 cells were generated as previously described [23]. In brief, Splenic CD4 T cells from DO11.10 OVA-specific TCR Tg mice were stimulated with OVA peptides (Loh15, 1µM) plus APC under Th2-culture conditions for six days *in vitro*. The effector Th2 cells (3 × 10^7^) were transferred intravenously into BALB/c recipient mice. Five weeks after cell transfer, splenic KJ1+ cells were purified using a cell sorter (BD FACSAria) and then used as memory Th2 cells.

### Microarray Data Collection and Analysis

Total RNA from cells treated with GATA3 siRNA or control siRNA was extracted with the TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. Approximately 5 µg of RNA was labeled and hybridized to GeneChip Mouse Genome 430 2.0 arrays (Affymetrix) according to the manufacturer’s protocol. The expression values were determined with the Affymetrix GeneChip Command Console Software (AGCC) and Console Software (Expression Console).

### Quantitative PCR Analysis

For the PCR studies, total RNA was isolated using the TRIzol reagent (Invitrogen) and cDNA was synthesized using oligo(dT) primers and Superscript II RT (Invitrogen). Quantitative RT-PCR was performed as previously described using the ABI PRISM 7500 Sequence Detection System [23]. The primers and TaqMan probes used for the amplification and detection of the indicated genes and the *Hprt* gene were purchased from Applied Biosystems and Roche, respectively. The expression levels of the target genes were normalized to those of the *Hprt* signals. For quantitative RT-PCR (qRT-PCR), cells restimulated by anti-TCR mAbs (H57–597; 3µg/ml) for four hours were used. Statistical analysis was performed using following three criteria.

- 10^−0.5^ or 10^0.5^-fold change by GATA3 knockdown
- p<0.05 (Student’s t-test) with real time PCR performed with duplicate samples
- Representative results were obtained from two independent experiments.

### Knockdown Assay

To knock down the *Gata3* genes, we used the Mouse T cell Nucleofector Kit (Amaxa) according to the manufacturer’s protocol. The siRNAs used for the knockdown of GATA3 (s66482) and the negative control (AM4635) were purchased from Applied Biosystems.

### ChIP-Seq and Illumina Sequencing

For the ChIP-Seq analyses, IP and input samples were prepared using a ChIPSeq Sample Prep kit (Illumina). Adaptor-ligated DNA fragments were size fractionated using 12% acrylamide gels, and the 170- to 250-bp fractions were recovered. The DNA obtained was amplified with 18 cycles of PCR. One nanogram of DNA was used for the sequencing reaction in the Illumina GAIIx according to the manufacturer’s instructions. A total of 170,000–250,000 clusters were generated per tile, and 36 cycles of the sequencing reactions were performed. The short-read sequences were aligned to the murine genome sequences (mm9 from the University of California, Santa Cruz Genome Browser; http://genome.ucsc.edu/) using the Eland program. Sequences allowing no more than two mismatches per sequence were used for the analysis. To enumerate the GATA3-bound genes, at least one peak (with a five-fold increase in signal intensity compared with input DNA) detected on the gene locus was selected.

### Accession Number

The ChIP-Seq data sets of the histone modifications and the microarray data for the Th1 and Th2 cells are available in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo) under accession number GSE28292. The microarray data for the GATA3 knockdown cells is available in the GEO database under accession number GSE46185.

## Results

### Selection of Th2-specific Inducible Genes

To investigate the role of GATA3 in the induction and maintenance of Th2 cell identity, we used effector Th2 cells and fully developed Th2 cells, respectively. Hereafter, we refer to the effector Th2 cells generated with *in vitro* cultivation for five days as Th2 or Th2-1^st^. The Th2 cells generated *in vitro* with various cycles of stimulation with antigens under conditions in which IL-4 was blockaded by antibodies (Th2-2^nd^ ∼ Th2-4^th^; see Materials and Methods) are referred to as fully developed Th2 cells. We previously reported that Th2 cell identity was maintained in an IL-4-independent manner [12].

First, we assessed the effects of knocking down GATA3 on the expression of various Th2-specific genes. To identify the Th2-specific genes whose transcription levels are upregulated during Th2 cell differentiation and are preferentially higher in Th2 cells than in Th1 cells, we adopted a two-step selection process (Fig. 1A). During the first step, we classified GATA3 target and non-target genes into nine groups according to their H3K9Ac and mRNA expression levels in Th2 cells. The H3K9Ac levels were determined according to the total tag count of H3K9Ac across the gene body of each GATA3 target and GATA3 non-target RefSeq gene in Th2 versus Th1 cells. The transcription levels in Th2 and Th1 cells were determined and compared using a microarray analysis. To summarize, the genes divided into the lower right square were upregulated transcriptionally and epigenetically in Th2 cells. From this analysis, we identified 28 potential Th2-specific GATA3 target genes and 114 potential Th2-specific GATA3 non-target genes. During the second step, the 28 potential Th2-specific GATA3 target genes and 114 potential Th2-specific GATA3 non-target genes were validated with qRT-PCR and the Th2 high expression (Th2/Th1>4) and inducible (Th2/Fresh-CD4>2) genes were selected (Fig. S1). In this step, we identified 13 Th2-specific GATA3 target genes (Ccnjl, Ccr8, Cyp11a1, Epas1, GATA3, Gzma, Il-13, Il-24, Il-4, Il-5, Itgb3, Tmtc2 and Tnfrsf8) and 11 GATA3 non-target genes (Ecm1, Grtp1, Il-1r2, Mapk12, Oit3, Penk, Plcd1, Rnf128, S100a1, Spry2 and Tube1) (Fig. 1A). We have previously reported the identification of 26 Th2-specific genes [22]. Unifying both the 24 genes identified in the present study and the previously reported 26 genes, we defined 32 (GATA3, Tnfrsf8, Itgb3, Epas1, Crem, Il-24, Jdp2, Gzma, Il-4, Nfil3, Asb2, Tmtc2, Ccnjl, Cyp11a1, Il-13, Ccr8, Il-5, Tube1, Spry2, Dusp4, Plcd1, S100a1, Ecm1, Penk, F2r, Mapk12, Il-1r2, Tanc2, Ptgir, Rnf128, Grtp1 and Oit3) genes as Th2-specific inducible genes.

**Figure 1:**
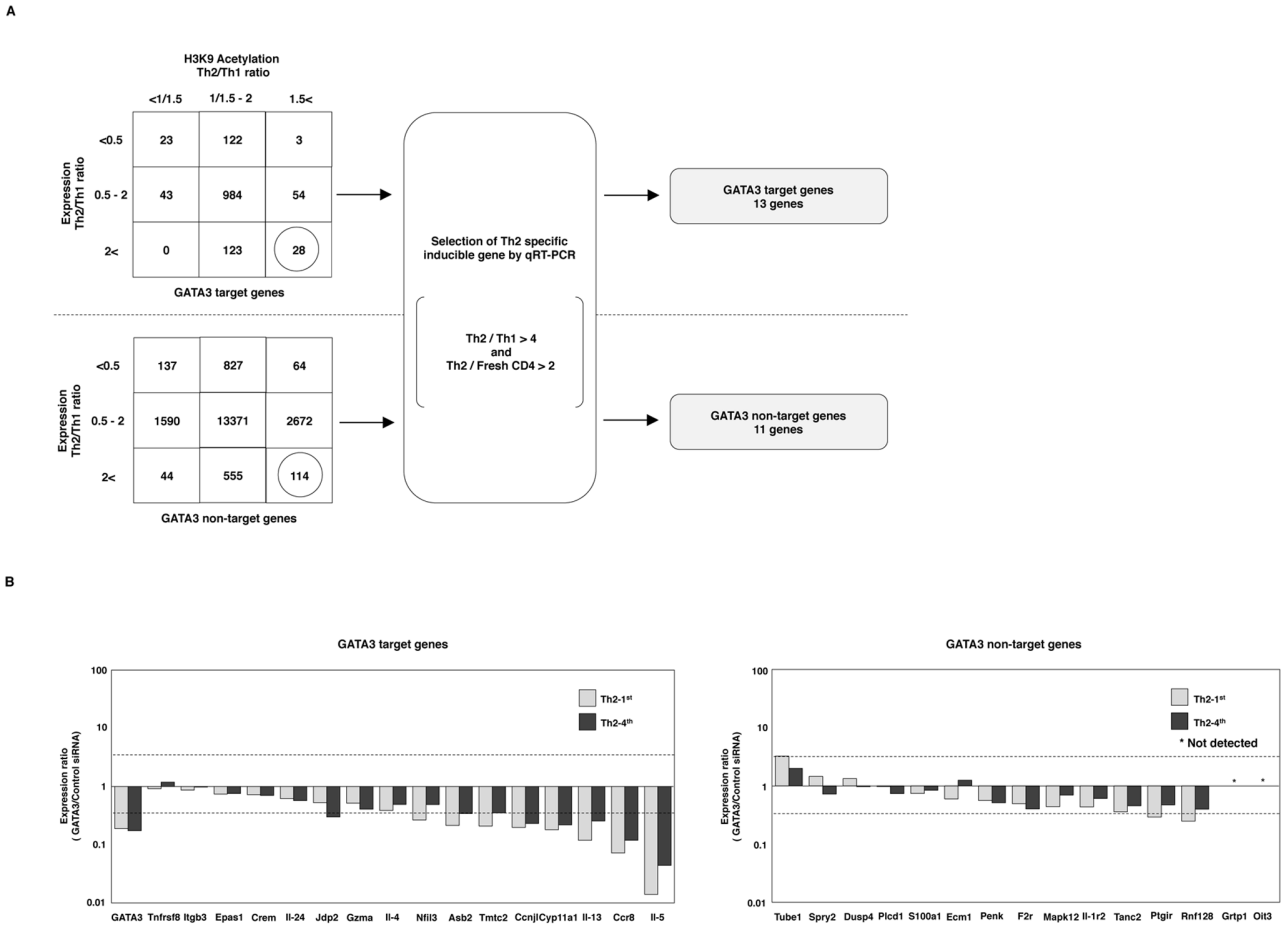
The effects of GATA3 knockdown on the expression of Th2-specific genes. **(A),** GATA3 target and non-target genes were classified into nine groups according to their H3K9Ac and expression levels in Th2 cells. The H3K9Ac levels were determined according to the total tag count of H3K9Ac across the gene body of each GATA3-target and GATA3-non-target RefSeq gene in Th2 versus Th1 cells. The right column indicates the number of genes that showed more than 1.5-fold Th2/Th1 ratios for the H3K9Ac level. The center indicates 1/1.5 to 1.5-fold Th2/Th1 ratios and the left column indicates genes with ratios of less than 1/1.5-fold. The transcription levels were determined using a microarray analysis that compared Th2 to Th1 cells. The lower row indicates the number of genes that showed more than two-fold Th2/Th1 ratios in expression. The middle row indicates 0.5 to two-fold Th2/Th1 ratios and the upper row indicates less than 0.5-fold ratios. From this analysis, 28 potential Th2-specific GATA3 target genes and 114 potential Th2-specific GATA3 non-target genes were identified (lower right squares in each table). The 28 potential Th2-specific GATA3 target genes and the 114 potential Th2-specific GATA3 non-target genes were validated with qRT-PCR. Next, Th2-high expression (Th2/Th1>4) and inducible (Th2/Fresh-CD4>2) genes were selected. Finally, 11 Th2-specific GATA3 non-target genes and 13 GATA3 target genes were identified. **(B),** The effects of GATA3 knockdown on Th2-1st and fully developed Th2 cells (Th2-4^th^) were evaluated. The mRNA expression of the Th2-specific genes in these cells was determined with qRT-PCR. The relative expression (GATA3/Control siRNA) levels are shown. The lower dashed line indicates 10^−1/2^ and the upper dashed line indicates 10^1/2^.

### Effects of GATA3 Knockdown on Th2-specific Gene Expression

The GATA3 dependency of these 32 selected Th2-specific genes was examined using GATA3 siRNA in Th2-1^st^ and Th2-4^th^ cells. The expressions of almost all GATA3 target genes, except Tnfrsf8, were decreased by GATA3 knockdown in both the Th2-1^st^ and Th2-4^th^ cells (Fig. 1B, left). GATA3 protein levels in GATA3 siRNA-transfected cells were significantly decreased in Th2-1^st^ and Th2-4^th^ cells compared with control cells (Fig. S2). Hereafter, a substantial increase is defined as a more than 10^1/2^-fold (3.16-fold) increase in expression induced by GATA3 knockdown. Likewise, a substantial decrease is defined as a less than 10^−1/2^-fold (0.316-fold) decrease in expression induced by GATA3 knockdown. For instance, the expression levels of Nfil3, Asb2, Tmtc2, Ccnjl, Cyp11a1, Il-13, Ccr8 and Il-5 decreased to less than 31.6% (Fig. 1B, the lower dashed line indicates 10^−1/2^). Therefore, we defined these genes as substantially decreased genes. Among the GATA3 target genes, eight (Nfil3, Asb2, Tmtc2, Ccnjl, Cyp11a1, Il-13, Ccr8 and Il-5) of 16 (50.0%) were found to be substantially decreased in the Th2-1^st^ cells, while six (Jdp2, Ccnjl, Cyp11a1, Il-13, Ccr8 and Il-5) of 16 (37.5%) were found to be substantially decreased in Th2-4^th^ cells. In contrast, the GATA3 non-target genes responded in different ways. Some were upregulated, while others were downregulated or not changed, by GATA3 knockdown (Fig. 1B, right). The Tube1 expression level was substantially increased (more than 3.16-fold), whereas the Ptgir and Rnf128 expression levels were substantially decreased, in the Th2-1^st^ cells. We could not detect Oit3 or Grtp1 mRNA using qRT-PCR. In conclusion, in Th2-1^st^ cells, one (Tube1) of 13 (7.7%) genes was substantially increased, whereas two (Ptgir and Rnf128) of 13 (15.4%) were substantially decreased. No genes were substantially changed in the Th2-4^th^ cells. These results indicate that GATA3 plays a critical role in the expression of the Th2-specific genes in both Th2-1^st^ and Th2-4^th^ cells, and that GATA3 target genes appeared to be more sensitive to the loss of GATA3 than the GATA3 non-target genes.

### GATA3-regulated Genes Identified by Microarray Analysis of GATA3 siRNA-treated Th2 Cells

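RNA of mouse splenic CD4 T cells cultured under Th2 conditions was measured on 6 Affymetrix oligonucleotide arrays covering the mouse genome. Th2-1st cells are effector Th2 cells from 1 cycle of culture of 5 days with IL-2 (25 U/ml) and IL-4 (100 U/ml), and Th2-4th cells are fully developed Th2 cells from further cycles. In the paper, those cycles followed culture without added cytokines and used anti-TCR mAb with IL-2 and anti-IL-4 mAb. Comparisons of Th2-4th with Th2-1st cells therefore also differ in the blocking of IL-4. In each culture, 1 array held cells with control siRNA, unstimulated, 1 array held cells with control siRNA after 4 h of restimulation with immobilized anti-TCR mAb, and 1 array held cells with GATA3 siRNA after the same restimulation. Restimulation was 24 h after transfection of the siRNA. The GATA3 knockdown was read in each culture as the ratio of the GATA3 siRNA array to the control siRNA array, both stimulated. The paper gives the anti-TCR mAb as 5 µg/ml for culture and 3 µg/ml for restimulation, whereas the sample labels give 3 mg/ml. The authors obtained 1 linear signal intensity for each of 45101 probe sets with the Affymetrix Expression Console, and on each array the mean without the lowest and highest 2% of probe sets was 500.0. The median signal ran from 61.8 to 74.2 over the 6 arrays, and the brightest probe set of an array read from 36674 to 58757.
In the re-analysis, the probe set with the highest mean log2 signal among those naming a single gene stood for that gene, which gave 18194 genes, and the paper's thresholds of under 0.5-fold and over 2-fold were applied with no filter on low signals. Each condition has 1 array, so no difference has a replicate check and no p-value was computed. The spread of the log2 ratio, a robust SD among genes of like signal, served as the description of error. In Th2-1st cells it reached 2.57 for genes with signals from 8.68 to 13.3 and was 0.12 for the brightest genes. In genes with 2 probe sets above the array median, the log2 knockdown ratios of both probe sets differed by a median of 0.19 in Th2-1st cells and of 0.22 in Th2-4th cells, with 95th percentiles of 1.00 and 1.07. Of the 121 and 116 such genes past 2-fold by the brighter probe set, 57 and 50 were past 2-fold in the same direction by the other.

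**Figure D1:**
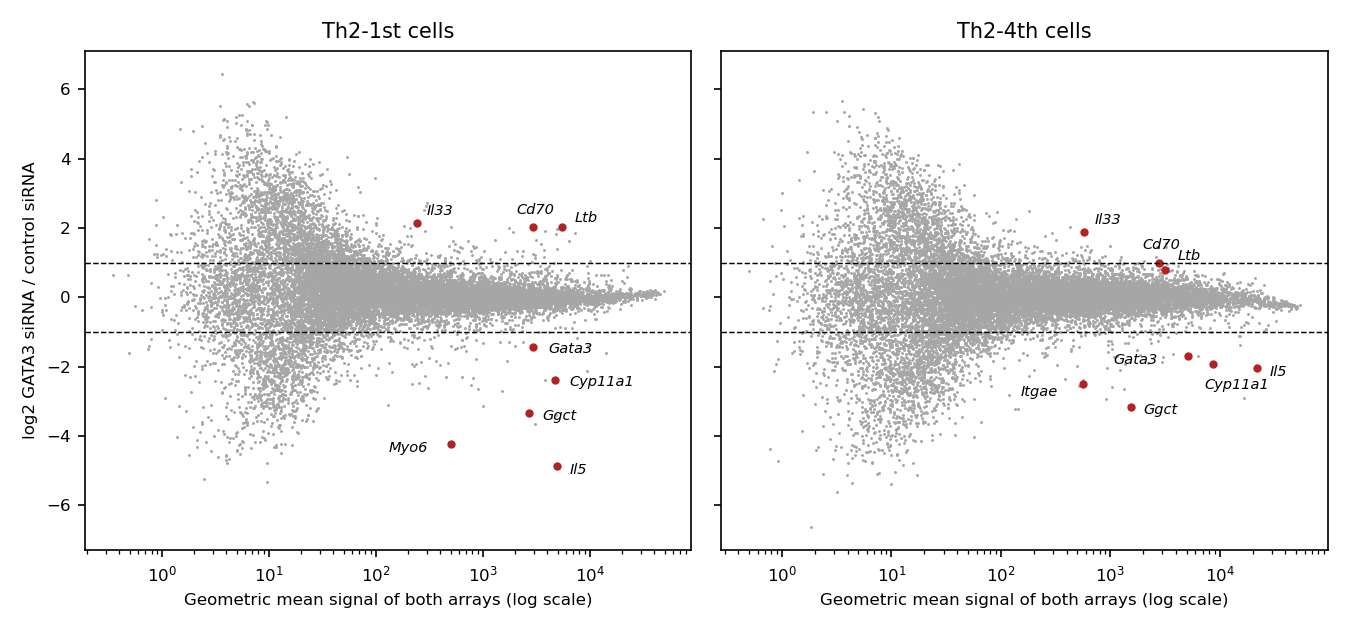
Log2 ratio of GATA3 to control siRNA (vertical axis) against the geometric mean signal of both arrays (horizontal axis, log scale) for 18194 genes in Th2-1st cells (left) and Th2-4th cells (right). Each grey point is 1 gene, dashed lines mark 2-fold, and the points widen at low signals, while the red points of Gata3, Il5, Cyp11a1 and Ggct lie below the lower line in both cultures.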

We next performed a microarray analysis using control and GATA3 siRNA-treated Th2-1^st^ and Th2-4^th^ cells to identify the GATA3-regulated genes in genome wide. Consequently, in the Th2-1^st^ cells, 182 (55+126+1) genes were found to be downregulated and 319 (1+260+58) genes were found to be upregulated by GATA3 knockdown (see Fig. 2A). 

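Gata3, the gene targeted by the siRNA, read 3312 in unstimulated Th2-1st control cells, 4883 after anti-TCR stimulation and 1798 with GATA3 siRNA after stimulation. Its log2 ratio of GATA3 to control siRNA, both stimulated, was -1.44, where genes of like signal had a spread of 0.16. The authors selected most of the 17 GATA3 target genes of Table 1 on data of Th1, Th2 and fresh CD4 T cells. Asb2, Crem, Jdp2 and Nfil3 came from an earlier report of theirs. For neither part does the paper name these arrays as a source of the choice. Of the 17 genes, 11 were lower than 0.5-fold and none was over 2-fold, with a median log2 ratio of -1.41. Gzma, a serine protease of cytotoxic granules, read 19928 with control siRNA and 4541 with GATA3 siRNA, and the integrin gene Itgb3 had a log2 ratio of -1.13. The 15 non-target genes of Table 1 had a median of -0.72, with Tanc2 at -1.50 and the prostacyclin receptor gene Ptgir at -1.20, and -0.28 where low signals were raised to the array median. Both medians lay below all of 10000 random gene lists matched on signal (percentile 0, as a description of these arrays).
Of 23 measured genes of Th1 cells, 1 was lower than 0.5-fold and 3 were over 2-fold. The IL-18 receptor gene Il18r1 read 117 and 769, Stat4, which transmits IL-12 signals, 290.2 and 811, and Nkg7, a gene of cytotoxic granules, had a log2 ratio of 1.26. The median of these Th1 genes was 0.23 (percentile 99.98 of matched lists) and 0.06 after centring of each array, with a range of 0.061 to 0.38 over the alternatives. Of 13 genes of regulatory T cells 3 were lower, among them Izumo1r, a folate receptor homologue, at -1.18 and the inhibitory receptor gene Ctla4 at -1.01 (-0.98 under quantile normalization). Itgae, the CD103 integrin chain, at -1.05, is the third, and turned under 4 of the 7 alternatives, to 0.17 with low signals raised and up to 3.65 by its other probe set. The median of these genes was -0.45 and -0.03 with low signals raised. Myo6, an unconventional myosin, read 2184 with control siRNA and 117 with GATA3 siRNA. In all, 1362 genes were lower than 0.5-fold and 2428 were over 2-fold, and quantile normalization gave 1858 and 2007. The median log2 ratio of all genes was 0.05 as deposited and -0.12 after centring. Among the 10981 genes whose higher signal was above the array median, 248 were lower and 484 higher. A simulation of unchanged genes with the measured spread placed 773 such genes past 2-fold. That spread comes from the same ratios and includes real changes, so the simulation cannot tell noise from knockdown effects.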

We also identified 240 (55+184+1) downregulated genes and 225 (1+166+58) upregulated genes in the Th2-4^th^ cells. 

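In Th2-4th cells, Gata3 read 4846 without stimulation, 9261 after anti-TCR stimulation and 2853 with GATA3 siRNA after stimulation, a log2 knockdown ratio of -1.70 against a spread of 0.22. Of the 17 GATA3 target genes of Table 1, 9 were lower than 0.5-fold and none was higher, with a median of -1.01. Nfil3, a leucine zipper transcription factor, read 3417 with control siRNA and 1694 with GATA3 siRNA, just past 2-fold and just short of it after centring (-0.98). The 15 non-target genes had a median of -0.43, with Tanc2 at -1.31, and both medians again lay below all matched random lists. Of 13 measured genes of regulatory T cells 2 were lower, Itgae with signals of 1354 and 239, and Ikzf2 at -1.23, or -0.29 with low signals raised to the array median. The median of these 13 genes was -0.22 (percentile 1.57 of matched lists). In Th2-1st cells the 12 measured genes of follicular helper T cells had a median of 0.50 (percentile 99.95). Its range over the alternatives was 0.31 to 0.79. In Th2-1st cells 1 of the 12 genes was lower and 1 higher. In Th2-4th cells 2 of the 12 genes were lower and 4 higher. Of the 8 genes above the array median there, 1 was lower and 2 were higher. The median of the 12 genes in Th2-4th cells was 0.13 (percentile 83.07), with a range of -0.037 to 0.97 over the alternatives. Among them, Sh2d1a, the adaptor SAP of SLAM family receptors, read 369 and 943, and Cd200 had a log2 ratio of 1.16. The Th1 genes had a median of -0.11, which turned to 0.02 under quantile normalization. In all, 1922 genes were lower than 0.5-fold and 1934 were over 2-fold. Among the 11045 genes whose higher signal was above the array median, 386 were lower and 331 higher. A simulation of unchanged genes with the measured spread placed 981 such genes past 2-fold, with the same limit as in Th2-1st cells.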

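Ggct, a gamma-glutamylcyclotransferase of glutathione turnover, had the largest drop shared by both cultures, ranked by the smaller of its log2 ratios among genes above the array medians. It read 8715 with control siRNA and 854 with GATA3 siRNA in Th2-1st cells, and 4617 and 511 in Th2-4th cells. Aqp3, a water and glycerol channel, read 524 and 92.3 in Th2-1st cells and 407 and 43.8 in Th2-4th cells. The coiled-coil gene Ccdc184 had log2 ratios of -2.61 and -2.94, the cysteine protease inhibitor gene Stfa3 of -2.29 and -2.65, the heparan sulfate sulfotransferase gene Hs3st1 of -3.12 and -2.05, and Scin, an actin-severing protein, of -2.05 and -2.38 in Th2-1st and Th2-4th cells. Ahr, the aryl hydrocarbon receptor, read 910.5 and 243 in Th2-1st cells and 447 and 136 in Th2-4th cells, and Socs3, an inhibitor of cytokine signalling, had log2 ratios of -1.29 and -1.72. The other probe set of Ahr stood at -1.10 and 0.65, the latter at low signals, and the mean over probe sets gave Ahr -0.53 in Th2-4th and Socs3 -0.95 in Th2-1st cells. Without probe sets that can cross-hybridise, Socs3 stood at -0.72 in Th2-1st cells. In all, 346 genes were lower than 0.5-fold in both cultures, where independent lists of the same sizes would share 143.9. Opposite changes exceeded independent lists too, with 325 genes lower in Th2-1st and higher in Th2-4th cells against 144.8 and 471 the reverse against 256.5. The knockdown ratios of both cultures have no array in common, but the paper gives the same GATA3 siRNA and control siRNA for both. A change shared by both cultures therefore cannot tell dependence on GATA3 from another effect of that siRNA. Among the 10291 genes with a signal above the array median in both pairs, 58 genes were lower in both cultures against 4.08 for independent lists.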

We found 55 genes whose expression levels were positively regulated by GATA3 in both Th2-1^st^ and Th2-4^th^ cells in the microarray analysis. There were also 58 genes whose expression levels were negatively regulated by GATA3 in both Th2-1^st^ and Th2-4^th^ cells. 

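Bphl, a serine hydrolase, read 27.8 with control siRNA and 144 with GATA3 siRNA in Th2-1st cells, and 34.5 and 176 in Th2-4th cells, while its signal in unstimulated cells was 270.2 and 604. Cavin3, a protein of caveolae, read 320.4 and 935 in Th2-1st cells and 17.1 and 98.5 in Th2-4th cells. The receptor gene Treml1 had log2 ratios of 2.65 and 2.95, Lce1h of 3.03 and 2.47, and the adaptor gene Pram1 of 3.76 and 2.57. Their control signals in stimulated cells, from 5.15 to 39.4, all lay below the array medians. With low signals raised to the array median, Pram1 stood at 0.17 and 0.56, Treml1 at 0.83 and 1.11, Lce1h at 1.72 and 1.59, and Cavin3 at 0.44 in Th2-4th cells. With low signals raised likewise, Bphl stood at 1.22 and 1.28. The 2 other probe sets of Bphl, at low signals, stood at 1.12 and -1.21 in Th2-1st cells and at -1.46 and -2.52 in Th2-4th cells. The mean over probe sets gave Bphl 0.76 in Th2-1st cells, short of 2-fold, and -0.54 in Th2-4th cells. In all, 548 genes were over 2-fold in both cultures, against 258.1 for independent lists of the same sizes. With a signal above the array median in both pairs, 53 genes were over 2-fold in both cultures against 7.17 for independent lists.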

Next, we classified the 55 positively regulated genes and the 58 negatively regulated genes based on the results of GATA3 binding to the gene loci and the Th2/Th1 expression ratio. 

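Cyp11a1, the enzyme that starts steroid synthesis from cholesterol, read 10677 with control siRNA and 2055 with GATA3 siRNA in Th2-1st cells, and 17052 and 4446 in Th2-4th cells. Its 2 other probe sets went the other way, 1 reading 2199 and 3243 in Th2-1st cells and 2043 and 2516 in Th2-4th cells, the other, at low signals, with log2 ratios of 1.60 and 2.20, and the mean over the probe sets was -0.07 and 0.19. The tyrosine phosphatase gene Ptpn13 had log2 knockdown ratios of -1.92 and -2.03, Asb2, a subunit of ubiquitin ligases, of -1.41 and -1.68, Tmtc2 of -1.41 and -1.95, and the AP-1 family gene Jdp2 of -1.19 and -1.80. The other probe set of Jdp2, with signals below the array medians, went the other way, at 1.66 and 3.05. Of the 10 positively regulated GATA3 target genes, Gata3 and Il5 included, 9 were lower than 0.5-fold in each culture, with medians of -1.45 and -1.75. With the mean over probe sets, Epas1, Cyp11a1, Jdp2 and Plxdc2 (-0.65) were not lower than 0.5-fold in Th2-1st cells. In Th2-4th cells Cyp11a1 and Jdp2 were not, and Ptpn13 stood at -1.33 there. Epas1, the hypoxia-inducible factor HIF-2 alpha, stood at -0.65 and -0.96, and its other probe set at -1.12 and -1.15. Among 6 negatively regulated target genes, Klrk1, the activating receptor NKG2D, read 86.4 and 182 in Th2-1st cells and 417 and 1029 in Th2-4th cells, and the pseudokinase gene Trib2 had log2 ratios of 1.04 and 1.12. After centring, Klrk1 and Trib2 stood at 0.91 and 0.87 in Th2-1st cells, and with low signals raised to the array median Trib2 stood at 0.93 in Th2-4th cells. The mean over probe sets gave Trib2 2.07 and 2.03, and a dimmer probe set, below the array median but not marked as cross-hybridising, stood at 4.32 and 4.42. Of these 6 genes, 4 were over 2-fold in Th2-1st cells and 3 in Th2-4th cells, with medians of 1.06 and 1.05, the former 1.93 with the probe set of the largest ratio. Ms4a6b stood at 1.17 and 0.98, Slamf1, a SLAM family receptor, at 0.90 and 0.63, and the nuclear receptor gene Rora at 0.20 and 0.30. Each of these 3 genes has another probe set over 2-fold in both cultures, but other probe sets of Rora went the other way, down to -1.73 in Th2-1st and -2.11 in Th2-4th cells. The authors chose both lists on these arrays, so the counts are not independent evidence.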

We found that 10 (Epas1, Cyp11a1, Plxdc2, GATA3, Jdp2, Tg, Il-5, Tmtc2, Ptpn13 and Asb2) of the 55 positively regulated genes were GATA3 targets, and seven (Trib2, Slamf1, Rora, Ms4a6b, Lta and Klrk1) of the 58 negatively regulated genes were classified as GATA3 targets (Fig. 2A, right panels). These 17 genes encode 16 unique genes, because the Klrk1 gene has two RefSeq ID numbers.

**Figure 2:**
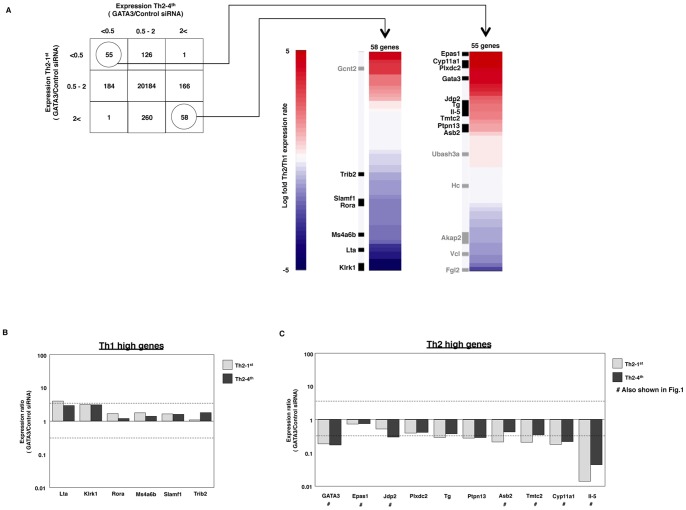
The microarray analysis revealed the potential GATA3-regulated genes in Th2 cells. (**A**), Effector Th2 cells (1^st^) and fully developed Th2 cells (4^th^) were treated with GATA3 siRNA and their gene expression profiles were studied and compared to cells treated with control siRNA using a microarray analysis. In the upper panel, the lower row indicates the number of genes that showed more than two-fold GATA3/Control siRNA ratios in the Th2-1^st^ cells. The middle row indicates 0.5 to two-fold GATA3/Control siRNA ratios and the upper row indicates less than 0.5-fold ratios. The right column indicates the number of genes that showed more than two-fold GATA3/Control siRNA ratios in Th2-4^th^ cells. The center indicates a 0.5 to two-fold GATA3/Control siRNA ratios and the left column indicates ratios of less than 0.5-fold. A total of 55 genes were identified as being positively regulated by GATA3 in both Th2 and Th2-4^th^ cells in the microarray analysis. Another 58 genes were determined to be negatively regulated by GATA3 in both Th2 and Th2-4^th^ cells. The right heat map shows the classification of the 55 common positively regulated genes and the 58 common negatively regulated genes. The black and gray bars indicate the genes in which GATA3 binding was detected in the ChIP-seq analysis. Among these 55 positively regulated genes, 10 GATA3 target genes were classified as Th2-high genes and seven GATA3 target genes were classified as Th1-high genes. (**B**), The effects of GATA3 knockdown on the genes negatively regulated by GATA3 in Th2-1^st^ and Th2-4^th^ cells were evaluated with qRT-PCR. The relative expression (GATA3/Control siRNA) levels are shown. The lower dashed line indicates 10^-1/2^ and the upper dashed line indicates 10^1/2^. (**C**), The effects of GATA3 knockdown on the genes positively regulated by GATA3 in Th2-1^st^ and Th2-4^th^ cells were evaluated with qRT-PCR. The relative expression (GATA3/Control siRNA) levels are shown. A number sign (#) with the gene name indicates data that are also shown in Figure 1.

### Effects of GATA3 Knocking Down on GATA3 Target Genes

To confirm the negative (repressive) or positive (enhancing) effects of GATA3, we knocked down GATA3 in Th1 and Th2 cells using siRNA and the mRNA expression levels of the above identified 16 GATA3 target genes were determined with qRT-PCR (Fig. S3). We observed that all six negatively regulated genes (Th1 high genes) were derepressed in Th2 cells by GATA3 knockdown (Fig. 2B). In particular, the Lta gene expression was substantially increased in Th2-1^st^ cells by GATA3 knockdown. Decreased expression was observed in 10 positively regulated genes (Th2 high genes) in Th2 cells (Fig. 2C). Among the Th2 high genes, six (Tg, Ptpn13, Asb2, Tmtc2, Cyp11a1 and Il-5) of 9 (66.7%) genes were found to be substantially decreased in Th2-1^st^ cells.

We also assessed whether GATA3 had a negative or positive effect on the expression of these genes in fully developed Th2-4^th^ cells. The de-repression of the gene expression was detected in six negatively regulated genes (Th1 high genes) (Fig. 2B). No genes were found to be substantially increased in the Th2-4^th^ cells. GATA3 knockdown decreased the expression levels of nine positively regulated genes in fully developed Th2-4^th^ cells (Fig. 2C). Four (Jdp2, Ptpn13, Cyp11a1 and Il-5) of nine (44.4%) genes were found to be substantially decreased in the Th2-4^th^ cells. These results indicate that GATA3 has a repressive effect on Th1-high genes, whereas it induces the expression of Th2-high genes in both Th2 and Th2-4^th^ cells.

### Cytokine and Cytokine Receptor Genes Regulated by GATA3 in Th2 Cells

CD4 T cells express various kinds of cytokines and cytokine receptors to regulate Th cell differentiation and polarized Th cell-mediated immune responses. We next investigated the negative or positive effects of GATA3 on the expression of cytokine and cytokine receptor genes in detail. We looked back at the microarray data shown in the left panel of Fig. 2A and picked up the cytokine and cytokine receptor genes among the 365 decreased genes (55+126+184) and 484 increased genes (58+260+166) (Fig. 3). A gene ontology (GO) functional annotation for these decreased and increased genes was performed using the DAVID analysis tool (http://david.abcc.ncifcrf.gov/home.jsp). Twenty-four cytokine genes and 11 cytokine receptor genes were identified. Consequently, we found 12 cytokine genes whose expressions were found to be positively regulated by GATA3 (Cxcl3, Il-5, Il-6, Tnfsf10, Il-13, Il-24, Areg, Bmp2, Bmp7, Ccl20, Ccl28 and Lif). 

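Tnfsf10, the death ligand TRAIL, read 788 with control siRNA and 202 with GATA3 siRNA in Th2-1st cells, and 4007 and 1997 in Th2-4th cells, just short of 2-fold after centring (-0.97). Bmp7, a bone morphogenetic protein, had log2 ratios of -1.25 and -2.11, the former -0.00035 with low signals raised to the array median, and a probe set of it with control signals above the array medians stood at -2.39 and -2.04. Bmp2 was near background in Th2-1st cells (28.5 and 16.1) and read 3719 and 1501 in Th2-4th cells. Lif, a cytokine of the IL-6 family, stood at 0.62 in Th2-1st cells and -1.32 in Th2-4th cells, and the CCR6 ligand gene Ccl20 at 1.98 and -1.01, the latter just short of 2-fold after centring (-0.98). The Th2-1st control signal of Ccl20, 33.9, lay below the array median, and with low signals raised to that median its ratio was 1.11. Of 11 measured genes of the 12, 7 were lower than 0.5-fold and 1 was over 2-fold in Th2-1st cells, and 9 were lower and none higher in Th2-4th cells. The medians were -1.62 and -1.16. Areg had no probe set naming it alone. The authors chose these genes on these arrays, so the counts are not independent evidence. After anti-TCR stimulation of control cells, 10 of the 11 genes were over 2-fold higher in each culture and Bmp7 was lower.

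**Figure D2:**
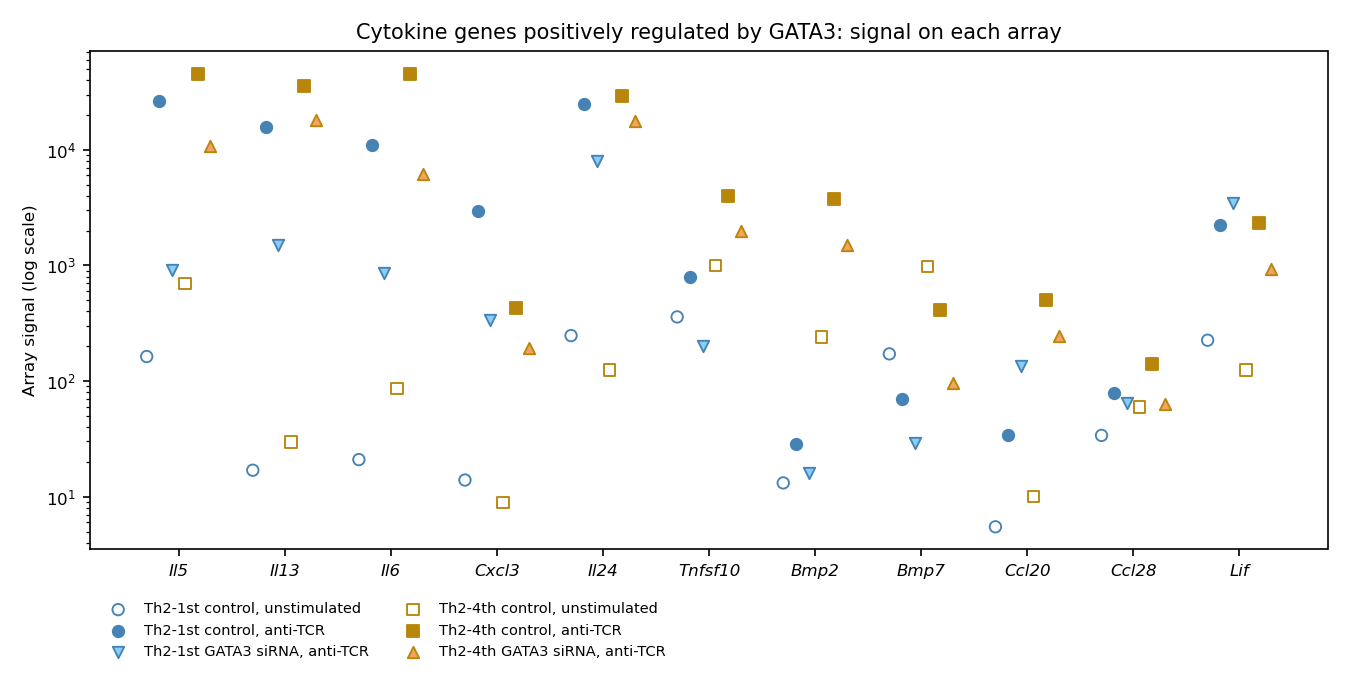
Array signal (vertical axis, log scale) of 11 cytokine genes on the 6 arrays, 1 point per array. Blue symbols are Th2-1st cells and gold or orange symbols Th2-4th cells, open symbols are unstimulated control cells, dark filled symbols are control cells after anti-TCR stimulation and light triangles are GATA3 siRNA cells after stimulation. The light triangles lie below the dark symbols in both cultures except for Ccl20 and Lif in Th2-1st cells.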

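Cd70, a ligand of the costimulatory receptor CD27, read 1440.2 with control siRNA and 5916 with GATA3 siRNA in Th2-1st cells, and 1998 and 3944 in Th2-4th cells. Tnf read 3803 and 13831 in Th2-1st cells and 17525 and 25587 in Th2-4th cells, where the latter lay within 2-fold of the brightest probe set. Log2 ratios in Th2-1st cells were 2.01 for Clcf1, a cytokine of the IL-6 family, 1.55 for Tnfsf9, the ligand of 4-1BB, 1.35 for the chemokine gene Ccl9 and 1.24 for Cxcl10, a ligand of CXCR3. Ccl12, a chemokine for monocytes, read 210.3 and 865 in Th2-4th cells. Tnfsf11, the osteoclast factor RANKL, stood at 0.79 in Th2-1st cells, where its other probe set read 1.33. Of these 12 cytokine genes, which include Lta, Ltb, Il33 and Ccl2, 10 were over 2-fold in Th2-1st cells and 4 in Th2-4th cells, and none was lower than 0.5-fold. The medians were 1.78 and 0.87. The authors chose the genes on these arrays, so the counts are not independent evidence. In control cells, 10 of the 12 genes were over 2-fold higher after anti-TCR stimulation in each culture. The 30 immediate early genes of TCR signalling had a median knockdown ratio of 0.41 in Th2-1st cells (percentile 100 of matched random lists) and -0.20 in Th2-4th cells (percentile 0.02), where 9 reference genes also had a median of -0.20 (percentile 1.585). The immediate early medians were 0.24 after centring in Th2-1st cells and -0.07 under quantile normalization in Th2-4th cells.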

Our data also identified another 12 cytokine genes whose expressions were found to be negatively regulated by GATA3 (Lta, Il-33, Ccl9, Cd70, Clcf1, Cxcl10, Ltb, Tnf, Tnfsf9, Tnfsf11, Ccl2, and Ccl12) (Fig. 3A). 

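Ccr8, a chemokine receptor of Th2 cells, had log2 knockdown ratios of -1.44 in Th2-1st cells and -1.70 in Th2-4th cells, the latter -1.02 with low signals raised to the array median. Ccr1, a receptor of inflammatory chemokines, read 362 with control siRNA and 162 with GATA3 siRNA in Th2-1st cells, and 4187 and 6098 in Th2-4th cells, and the mean over its probe sets gave a log2 ratio of -0.78 in Th2-1st cells, short of 2-fold. In Th2-4th cells, Cxcr4, the receptor of CXCL12, stood at -1.32 and the IL-10 receptor gene Il10ra at -1.50. A dimmer probe set of Il10ra stood at 0.72 there, and the mean over its probe sets was -0.24. Il18rap, a chain of the IL-18 receptor, read 725 and 2282 in Th2-1st cells and 1795 and 2836 in Th2-4th cells. Il1rap, the accessory chain of IL-1 family receptors, stood at 1.00 in Th2-1st cells, just short of 2-fold, and 0.64 in Th2-4th cells. Of 7 positively regulated receptor genes, 5 were lower than 0.5-fold in Th2-1st cells and 3 in Th2-4th cells, with medians of -1.16 and -0.42 and ranges of -1.48 to -0.61 and -1.32 to -0.24 over the alternatives. Ccr9 and Il13ra1, taken for the IL-13 receptor gene because the paper's text does not name the chain, are among the 5, and both lay below the array median with probe sets that disagreed in sign. The median of the 2 measured negatively regulated receptor genes was 1.33 in Th2-1st cells and 0.65 in Th2-4th cells, the latter 1.45 with the probe set of the largest ratio, and 1 of them was over 2-fold in Th2-1st cells. The authors chose these genes on these arrays, so the counts are not independent evidence.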

Our analysis demonstrated that seven cytokine receptor genes are positively regulated by GATA3 (Ccr1, Ccr8, Ccr9, Cxcr6, Il-13ra, Cxcr4 and Il-10ra) and four cytokine receptor genes are negatively regulated by GATA3 (Il-1rl1, Il-1rap, Il-18rap and Ccr5) (Fig. 3B).

**Figure 3:**
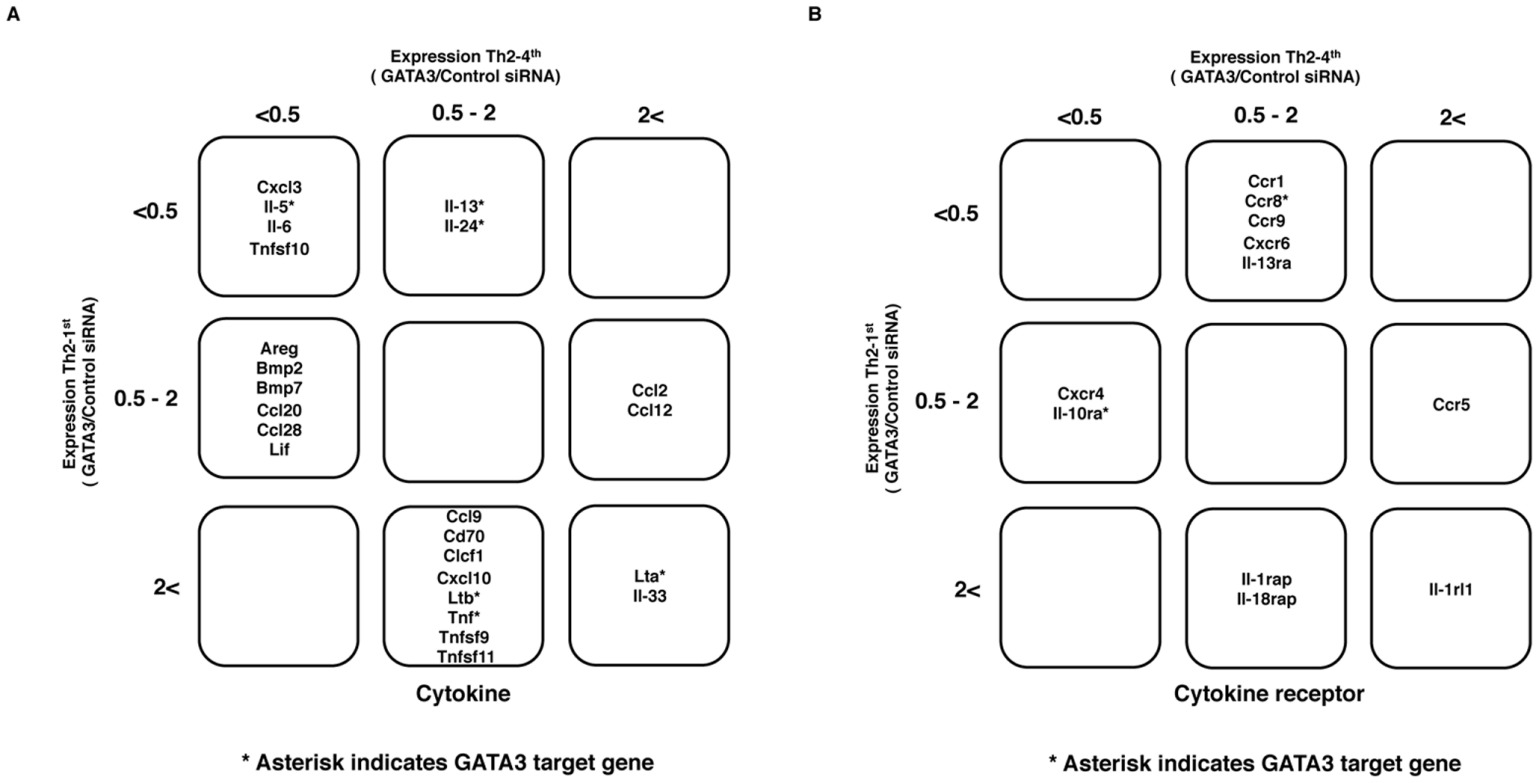
The results of the microarray analysis revealed the GATA3-regulated cytokine and cytokine receptor genes in Th2 cells. (**A**), The names of the selected 24 cytokine genes. The decreased expression of four genes (Cxcl3, Il-5, Il-6 and Tnfsf10) was observed in both Th2-1^st^ and Th2-4^th^ cells. GATA3 siRNA reduced the expression of two genes (Il-13 and Il-24) in Th2-1^st^ cells and six genes (Areg, Bmp2, Bmp7, Ccl20, Ccl28 and Lif) in Th2-1^st^ cells. The increased expression of two genes (Lta and Il-33) was observed in both Th2 and Th2-4^th^ cells. GATA3 siRNA increased the expression of eight genes (Ccl9, Cd70, Clcf1, Cxcl10, Ltb, Tnf, Tnfsf9 and Tnfsf11) in Th2-1^st^ cells and two genes (Ccl2 and Ccl12) in Th2-4^th^ cells. (**B**), The names of 11 selected cytokine receptor genes. GATA3 siRNA reduced the expression of five genes (Ccr1, Ccr8, Ccr9, Cxcr6 and Il-13ra) in Th2-1^st^ cells, and two genes (Cxcr4 and Il-10ra) in Th2-4^th^ cells. The increased expression of one gene (Il-1rl1) was observed in both Th2-1^st^ and Th2-4^th^ cells. GATA3 siRNA increased the expression of two genes (Il-1rap and Il-18rap) in Th2-1^st^ cells and one gene (Ccr5) in Th2-4^th^ cells.

### Effects of GATA3 Knockdown on the Expression Levels of Cytokine and Cytokine Receptor Genes

The GATA3 dependency of the 24 cytokine and 11 cytokine receptor genes was examined using GATA3 siRNA in Th2-1^st^ and Th2-4^th^ cells (Fig. S4). The expression ratios (GATA3/Control siRNA) of the cytokine and cytokine receptor genes were determined using qRT-PCR. As shown in the left panel of Fig. 4A, most of the cytokine genes, classified as being positively regulated genes showed decreased expression levels following GATA3 knockdown. GATA3 knockdown had a weak effect on the Ccl20 expression, and we were unable to detect Ccl28 mRNA in TH2 cells with qRT-PCR. Among positively regulated cytokine genes, six (Tnfsf10, Bmp7, Cxcl3, Il-13, Il-6 and Il-5) of 12 (50.0%) were found to be substantially decreased in Th2-1^st^ cells and four (Bmp7, Il-13, Il-6 and Il-5) of 12 (33.3%) were found to be substantially decreased in Th2-4^th^ cells. We also found that GATA3 dependency was reduced by more than two-fold in the Cxcl3, Il-5 and Il-13 genes (filled triangles). In contrast, the expression levels of the 12 cytokine genes classified as negatively regulated genes were increased by GATA3 siRNA (Fig. 4A, right). Among the negatively regulated genes, five (Ccl2, Ccl12, Lta, Clcf1 and Cd70) of 12 (41.7%) cytokines were found to be substantially increased in Th2-1^st^ cells and two (Ccl2 and Ccl12) of 12 (16.7%) were found to be substantially increased in Th2-4^th^ cells.

**Figure 4:**
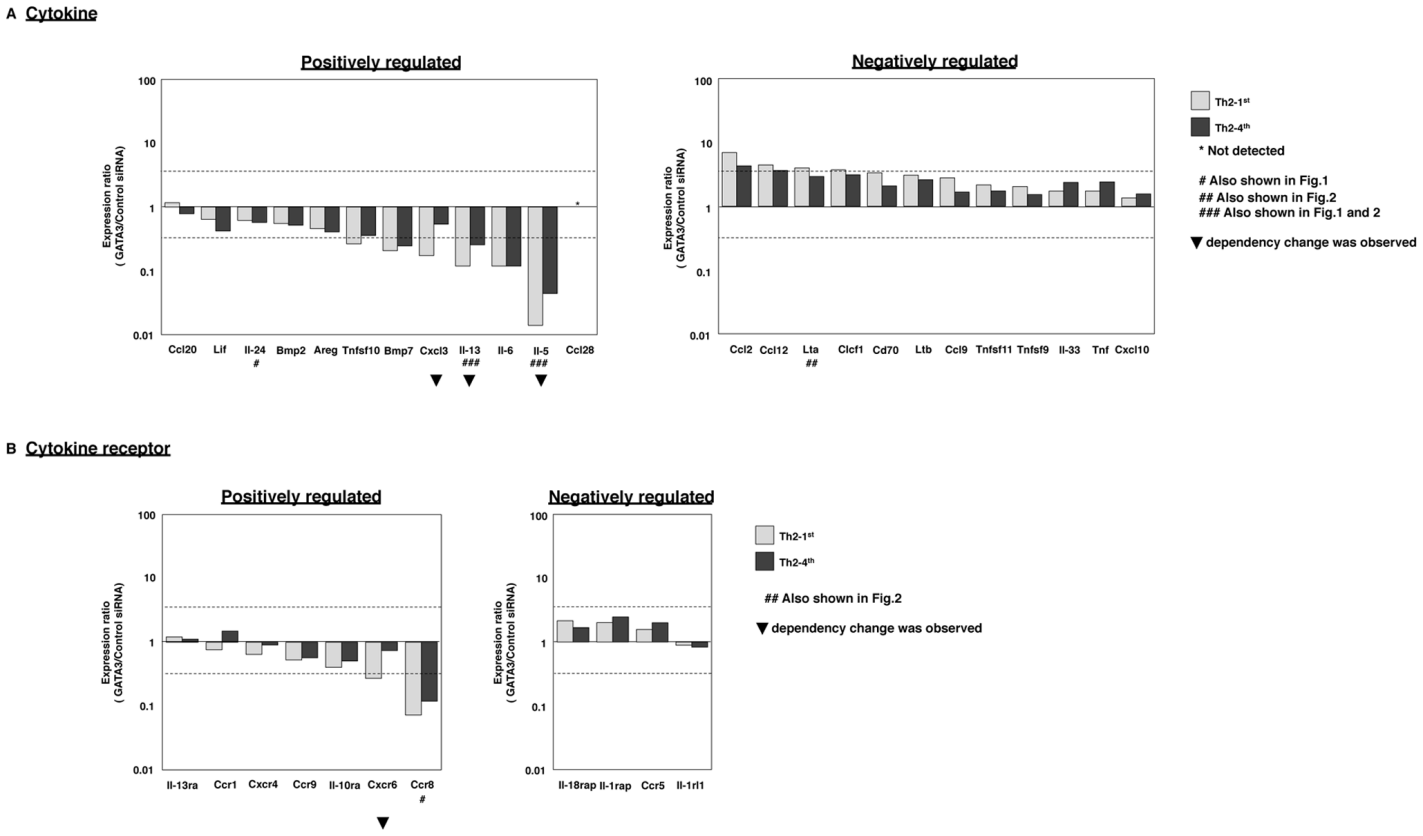
The effects of GATA3 knockdown on the expression of cytokine and cytokine receptor genes. The effects of GATA3 knockdown on cytokine (A) and cytokine receptor (B) gene expression in Th2-1^st^ and Th2-4^th^ cells were evaluated with qRT-PCR. The relative expression (GATA3/Control siRNA) levels of the cytokine and cytokine receptor genes are shown. A number sign (#) with the gene name indicates data that are also shown in previous Figures. The filled triangles indicate the genes that showed GATA3 dependency changes (more than two-fold) in Th2-4^th^ cells compared with that observed in Th2-1^st^ cells. The lower dashed line indicates 10^-1/2^ and the upper dashed line indicates 10^1/2^.

We next examined the cytokine receptor genes classified as GATA3 positively regulated genes (Fig. 4B, left). The Ccr8 expression level especially decreased in both Th2-1^st^ and Th2-4^th^ cells. Therefore, a high level of GATA3 dependency was sustained in the Ccr8 gene. Among positively regulated cytokine receptors, two (Cxcr6 and Ccr8) of seven (28.6%) receptors were found to be substantially decreased in Th2-1^st^ cells and one (Ccr8) of seven (14.3%) receptors was found to be substantially decreased in Th2-4^th^ cells. In contrast, the expression levels of the three cytokine receptor genes classified as negatively regulated genes were increased approximately two-fold by GATA3 siRNA (Fig. 4B, right). The Il-1rl1 gene expression was slightly decreased by GATA3 knockdown. Among negatively regulated cytokine receptors, no genes substantially increased in either Th2-1^st^ or Th2-4^th^ cells.

A decrease in GATA3 dependency of more than two-fold was observed in the Cxcr6 gene (filled triangles). Taken together, these results indicate that GATA3 dependency was comparable between Th2 and Th2-4^th^ cells, although for four genes (Cxcl3, Il-13, Il-5 and Cxcr6), GATA3 dependency was decreased by more than two-fold (Fig. S5).

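Cxcr6, the receptor of CXCL16, read 1801 with control siRNA and 362 with GATA3 siRNA in Th2-1st cells, and 15865 and 11844 in Th2-4th cells. Cxcl3, a chemokine for neutrophils, read 2964 and 335 in Th2-1st cells and 429 and 192 in Th2-4th cells. The log2 knockdown ratio was nearer 0 in Th2-4th than in Th2-1st cells by 2.82 for Il5, 2.42 for Il13, 1.99 for Cxcl3, 1.89 for Cxcr6 and 1.80 for Gzma. For Il24 the change (Th2-4th minus Th2-1st) was 0.88, for Gata3 -0.26 and for Il4, the signature cytokine of Th2 cells, -0.39. By quantitative RT-PCR, the paper's Table 1 gives changes in the same direction for Il5, Il13 and Gata3. For Gzma, Il24 and Il4 it gives changes in the opposite direction. In stimulated Th2-4th control cells Il5, Il13, Il24, Gzma and Il4 lay within 2-fold of the brightest probe set of the array. Among the 10291 genes with a signal above the array median in both pairs, the ratios of both cultures lay within 2-fold of each other for 93.1%. Of the others, 273 had a ratio over 2-fold higher in Th2-4th cells and 435 had one over 2-fold lower. Over all 18194 genes these were 70.6%, 2160 and 3189. Of the 10291 genes, only 178 were lower and 328 higher in Th2-1st cells, and 236 and 225 in Th2-4th cells. Most genes within 2-fold of each other were thus unchanged in both cultures. The share of 93.1% therefore cannot tell whether genes that responded to the knockdown had a like dependency.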

### Comparison of GATA3 Dependency in Th2-1^st^, Th2-2^nd^, Th2-3^rd^ and Th2-4^th^ Cells

We next compared quantitatively the GATA3 dependency of GATA3, Il-4 and the above detected 4 genes (Cxcl3, Il-13, Il-5 and Cxcr6) in effector Th2 cells (Th2-1^st^) with that observed in fully developed Th2 cells (Th2-2^nd^ - 4^th^) (Fig. 5A). In the Il-5, Il-13, Cxcl3 and Cxcr6 genes, the effect of knocking down GATA3 on the gene expression (GATA3 dependency) decreased in accordance with the culture cycle number. In the Il-4 genes, no obvious GATA3 dependency changes were observed in relation to the culture cycle number. We next determined the relative gene expression levels of these six genes using qRT-PCR (Fig. 5B). For GATA3, the expression levels were comparable between effector Th2 cells and fully developed Th2 cells. On the other hand, for the Il-5, Il-13, Cxcl3 and Cxcr6 genes, the expression levels increased by more than two-fold in fully developed Th2 cells compared with those observed in effector Th2 cells. The degree of GATA3 binding at all target genes was almost comparable regardless of the development stage of Th2 cells (Th2-1^st^ to Th2-4^th^) (Fig. S6). These results indicate that GATA3 dependency is negatively correlated with the mRNA expression levels of these four genes.

**Figure 5:**
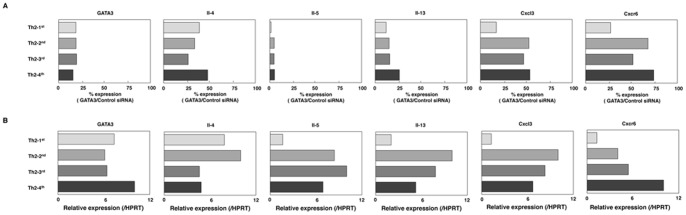
Decreases in GATA3 dependency correlate with increases in the gene expression. (**A**), The effects of GATA3 knockdown on effector Th2 cells (1st) and fully developed Th2 cells (2nd, 3rd and 4th) were determined with qRT-PCR. The % expression (GATA3/Control siRNA) was found to be slightly increased in Il-5, Il-13, Cxcl3 and Cxcr6 in accordance with the culture cycle number. (**B**), The gene expression levels of Th2 cells (1st) and fully developed Th2 cells (2nd, 3rd and 4th) were determined with qRT-PCR. The gene expression levels of Il-5, Il-13, Cxcl3 and Cxcr6 were increased in fully developed Th2 cells compared with those observed in effector Th2 cells.

### Effects of GATA3 Knockdown on the Gene Expression of in vivo Generated Memory Th2 Cells

Finally, we assessed the effects of GATA3 knockdown on *in vivo* generated antigen-specific memory Th2 cells [24]. We analyzed 65 genes shown in Figs. 1–5, and the results in memory Th2 cells (lower panel in Fig. 6) together with those in Th2-1^st^ and Th2-4^th^ cells (upper and middle panels in Fig 6) are summarized. In Th2-1^st^ cells, five of 65 (7.7%) genes showed substantially increased expression, and 16 of 65 (24.6%) genes showed substantially decreased expression by GATA3 knockdown. In Th2-4^th^ cells, one of 65 (1.5%) genes showed substantially increased expression and eight of 65 (12.3%) genes showed substantially decreased expression due to GATA3 knockdown. In memory Th2cells, three of 65 (4.6%) genes showed substantially increased expression and 12 of 65 (18.5%) genes showed substantially decreased expression. The expression levels of Th2 cytokines such as Il-4, Il-5 and Il-13 in memory Th2 cells decreased by GATA3 knockdown. We found that GATA3 dependency was increased by more than two-fold in the Epas1, Cxcr4 and Il-24 genes (red) in memory Th2 cells compared to that observed in Th2-1^st^ cells. We also found that GATA3 dependency was decreased by more than two-fold in the Clcf1, Tube1, Rnf128, Cxcl3, Ccr8 and Il-5 genes (blue). These results indicate that GATA3 regulates the expression of the majority of Th2-specific genes, not only in fully developed Th2 cells but also in *in vivo* generated antigen-specific memory Th2 cells.

**Figure 6:**
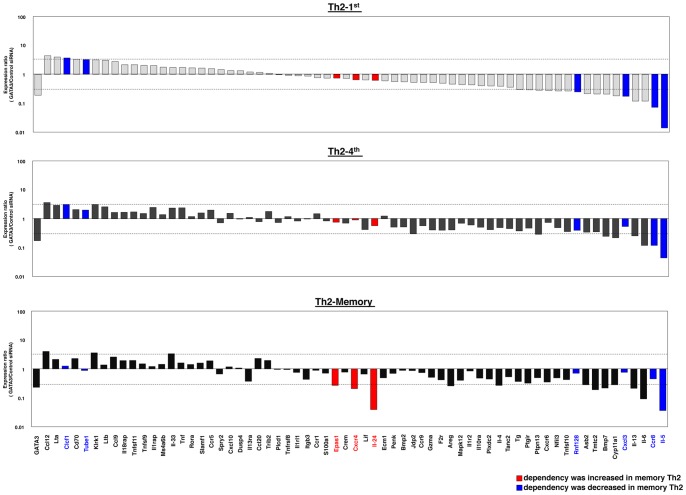
The effects of GATA3 knockdown on the gene expression of Th2-1^st^, Th2-4^th^ and memory Th2 cells. The effects of GATA3 knockdown on effector Th2-1^st^ (A), Th2-4^th^ (B) and memory Th2 cells (C) were determined with qRT-PCR. The relative expression (GATA3/Control siRNA) levels are shown. The expression data were rank-ordered from genes with the highest to the lowest relative expression ratios (GATA3/Control siRNA) in Th2-1^st^ cells. The filled squares indicate genes that showed decreases in GATA3 dependency in Th2-memory cells compared with that observed in Th2-1^st^ cells. The open squares indicate genes that showed increases in GATA3 dependency in Th2-memory cells compared with that observed in Th2-1^st^ cells. The lower dashed line indicates 10^-1/2^ and the upper dashed line indicates 10^1/2^.

## Discussion

We performed a microarray analysis in effector Th2 and fully developed Th2 cells with GATA3 knockdown in order to understand the role of GATA3 in the maintenance of the Th2 cell phenotype. We also developed a new method combining microarray data and ChIP-Seq data to identify transcriptionally and epigenetically activated Th2-specific genes. Consequently, we showed that GATA3 continuously positively or negatively regulates many genes in fully developed Th2 cells. Several interesting features of the transcriptional regulation of Th2 cytokine genes were revealed. Although the importance of GATA3 in the maintenance of the Th2 cell phenotype was confirmed, GATA3 dependency differed for different cytokine genes. For example, the Il-4 expression decreased by 50% following treatment with GATA3 siRNA in all of the Th2 type cells. Previous reports have shown that GATA3 regulates Il-4 expression epigenetically, not transcriptionally [12], [25]. This may explain the relatively weak effects of GATA3 knockdown on Il-4 expression observed in this study.

Il-5 is one of the genes with the highest dependency on GATA3, probably because it is directly transcriptionally regulated by GATA3 [26]. Another feature of Il-5 expression is that its dependency on GATA3 changes in fully developed Th2 cells. This might be explained by the fact that the expression levels of Il-5 tend to increase with the culture cycle number. It is also likely that other transcription factors positively regulate the Il-5 gene expression, because GATA3 dependency was decreased in the Il-5 gene. Il-13, Cxcl3 and Cxcr6 gene expression showed similar behavior to Il-5 expression, and it can be speculated that these four genes are controlled by a similar mechanism (Fig. 5).

We also investigated whether GATA3 is required to maintain the expression of Th2-specific genes other than Th2 cytokine genes. Our new method combining microarray data and ChIP-Seq data enabled us to perform efficient screening for transcriptionally and epigenetically activated Th2-specific genes (Fig. 1A). Downregulation of the gene expression levels by GATA3 siRNA was generally observed in GATA3 target genes in the ChIP-Seq analysis. In a previous report, we demonstrated that GATA3 is sufficient to induce some target genes, which we defined as GATA3 high response genes [22]. In the current study, we assessed all of these GATA3 high response genes (Il-4, Il-5, Il-13, Il-24, Ccnjl, Cyp11a1, Tmtc2, Asb2 and Jdp2 are shown in Fig. 1B) and found that they are greatly influenced by GATA3 knockdown. The expression levels of Il-5, Il-13, Ccnjl, Cyp11a1, Tmtc2 and Asb2 substantially decreased to less than 31.6% (10^-1/2^) in GATA3 knockdown cells (Fig. 1B). In the GATA3 low response group, Ccr8 showed high dependence on GATA3, thus suggesting that GATA3 is necessary, but not sufficient, for Ccr8 expression. In contrast, GATA3 knockdown increased the expression of some Th2-specific genes. Substantial derepression of Tube1 transcription was observed, although Tube1 was highly expressed in Th2 cells. GATA3 may negatively regulates the expression of this gene in Th2 cells.

We identified 55 genes positively regulated by GATA3 in both Th2 and Th2-4^th^ cells. We also identified 58 negatively regulated by GATA3 in both Th2 and Th2-4^th^ cells. Moreover, a total of 365 (55+126+184) genes were classified as being positively regulated by GATA3 in Th2 or Th2-4^th^ cells and a total of 484 (58+260+166) genes were classified as being negatively regulated by GATA3 in Th2 or Th2-4^th^ cells (Fig. 2A). 

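With the thresholds applied to all 18194 genes, 2142 genes were lower than 0.5-fold in Th2-1st or Th2-4th cells, and 3018 were over 2-fold in either culture, without the genes that went in opposite directions. Among genes with a signal above the array median in both pairs, these totals were 320 and 464, a filter chosen after the values were seen. The lower genes included Myo6 in Th2-4th cells (-1.62) and Il9, a cytokine of Th2 and Th9 cells, at -1.14 in Th2-1st (-0.42 with low signals raised to the median) and -4.03 in Th2-4th cells (-1.71 likewise). Of these totals, 1822 of the lower and 2554 of the higher genes came from the 7903 genes not above the array median in both pairs.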

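Without the genes that went in opposite directions, as the paper counts them, 1037 genes were lower than 0.5-fold in Th2-1st cells, of which 33.4% were also lower in Th2-4th cells, and 1957 genes were over 2-fold, of which 28.0% were also over 2-fold in Th2-4th cells. With the opposite genes kept, these shares were 25.4% of 1362 and 22.6% of 2428 genes. Among genes with a signal above the array median in both pairs, the shares without opposite genes were 34.9% of 166 and 17.4% of 304 genes, and with the opposite genes kept 32.6% of 178 and 16.2% of 328. Slamf6, a SLAM family receptor of T cells, was over 2-fold in both cultures, but in Th2-4th cells its signals of 11.9 and 53.1 lay below the array median (a log2 ratio of -0.04 with both raised to it), while Stat4 stood at 0.71 and Il18r1 at 0.88 in Th2-4th cells, short of 2-fold. Among the 7903 genes not above the array median in both pairs, 783 went past 2-fold in the same direction in both cultures and 760 in opposite directions.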

With regard to Th2 cells, 30.4% (55/181) of positively regulated genes and 18.2% (58/318) of negatively regulated genes overlapped with those of Th2-4^th^ cells. Thus, Th2 cells and fully developed Th2 cells share a considerable number of common GATA3-regulated genes. 

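The genes chosen in 1 culture were followed in the other, with a signal above the array median in both pairs. The 178 genes lower than 0.5-fold in Th2-1st cells had a median log2 ratio of -1.46 there and of -0.64 in Th2-4th cells. The 328 genes over 2-fold in Th2-1st cells had medians of 1.34 there and 0.34 in Th2-4th cells. In the other direction, the 236 genes lower in Th2-4th cells had medians of -1.35 there and -0.19 in Th2-1st cells, and the 225 genes over 2-fold had medians of 1.31 and 0.42. Genes picked for a large ratio on 2 arrays lie nearer 0 on other arrays also from chance alone. Across these 10291 genes, Pearson's r of the ratios of both cultures was 0.25, and genes are not independent replicates. From the overlap of the genes past the thresholds in both cultures, the paper concludes that Th2 cells and fully developed Th2 cells share many GATA3-regulated genes.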

The classification of the 55 common positively regulated genes identified using the method shown in Fig. 2 indicated that 10 genes are directly regulated by GATA3. In the same way, we determined that GATA3 directly regulates seven of the 58 common negatively regulated genes. Preferential expression in Th1 cells and derepression by GATA3 knockdown in Th2 cells were observed in seven extracted Th1 high genes. In contrast, high expression in Th2 cells and decreased gene expression induced by GATA3 siRNA were observed in 10 extracted Th2 high genes (Fig. 2C). These results confirm the validity of our methods.

Cytokines and cytokine receptors are essential effector molecules required for Th cells to exert adequate immune responses. We investigated whether GATA3 regulates cytokine and cytokine receptor genes. In the present study, the well-known Th2 cytokine genes Il5, Il13 and Il24 were detected by a microarray analysis. 

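Il5, the growth factor of eosinophils, read 163 in unstimulated Th2-1st control cells, 26465 after anti-TCR stimulation and 909 with GATA3 siRNA after stimulation, a log2 knockdown ratio of -4.86. In Th2-4th cells the signals were 696, 44722 and 10857, a ratio of -2.04. Il13, a driver of mucus production and airway hyperresponsiveness, read 15757 and 1506 in stimulated Th2-1st cells with control and GATA3 siRNA (-3.39), and 35293 and 18108 in Th2-4th cells (-0.96). Il24, a cytokine of the IL-10 family, read 24643 and 8041 in Th2-1st cells (-1.62) and 29381 and 17616 in Th2-4th cells (-0.74). In stimulated control cells, Il5 and Il24 in both cultures and Il13 in Th2-4th cells lay within 2-fold of the brightest probe set of the array.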

We also identified many genes that were previously not known to be related to GATA3 in a comparative analysis of Th1 and Th2 cells. The fact that Il6 transcription is regulated by GATA3 is one of the interesting findings in this study. 

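Il6, a cytokine that promotes B cell responses and Th17 development, read 20.9 in unstimulated Th2-1st control cells, 10942 after anti-TCR stimulation and 863 with GATA3 siRNA after stimulation, a log2 knockdown ratio of -3.66. In Th2-4th cells the signals were 85.8, 45438 and 6104, a ratio of -2.90. In Th2-4th control cells Il6 lay within 2-fold of the brightest probe set of the array. Genes of like signal had spreads of 0.16 and 0.20.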

GATA3 knockdown reduced Il6 transcription in Th1, Th2-1^st^ and Th2-4^th^ cells, indicating that Il6 transcription is highly dependent on GATA3. IL-6 plays an active role in inflammation and was recently reported to be a key factor necessary for Th2 cell differentiation [27]. In addition, a recent study reported that STAT3 plays a critical role for in the development and maintenance of human T cell memory [28]. Thus, molecular crosstalk between IL-6/STAT3 and IL-4/STAT6/GATA3 pathway could be an interesting theme to explore.

IL-33 is a member of the IL-1 family, and is expressed in a variety of cells including fibroblasts, epithelial cells, endothelial cells and adipocytes [29]. The administration of IL-33 induces Th2 cytokine production (IL-5 and IL-13) in natural helper cells [30], [31]. 

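In Th2-1st cells the Il33 signal was 8.48 without stimulation, 115 after anti-TCR stimulation and 506 with GATA3 siRNA after stimulation. In Th2-4th cells it was 17.6, 300.1 and 1106. The log2 knockdown ratios were 2.14 and 1.88, where genes of like signal had spreads of 0.36 and 0.29.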

Our current data showed that Il33 mRNA is detected in Th2 cells and negatively regulated by GATA3. However, how Il33 transcription is controlled remains unclear, as GATA3 binding was not detected around the Il33 gene locus with ChIP-Seq.

The Lta and Ltb genes encode tumor necrosis factor family proteins [32]. Both are located on Chr17 and are more highly expressed in Th1 cells than Th2 cells. 

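Lta, which encodes lymphotoxin alpha, read 2514 with control siRNA and 9854 with GATA3 siRNA in stimulated Th2-1st cells, a log2 ratio of 1.97, and 1639 and 4452 in Th2-4th cells, a ratio of 1.44. Ltb, which encodes lymphotoxin beta, read 2708 and 11149 in Th2-1st cells (2.04) and 2421 and 4173 in Th2-4th cells (0.79, short of 2-fold). Unstimulated control cells read 95.5 and 38.0 for Lta and 8095 and 8569 for Ltb, so that in control cells the Lta signal was higher and the Ltb signal lower after stimulation.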

The observation that GATA3 knockdown in Th2 cells causes a de-repression of the expression levels of Lta and Ltb suggests that these genes are typical targets of GATA3-mediated repression. In contrast, the expression levels of Lta and Ltb were not found to be de-repressed by GATA3 knockdown in Th1 cells. We concluded that the GATA3-mediated repression of Lta and Ltb expression is Th2-specific. Furthermore, we found three GATA3 binding peaks around the Lta and Ltb gene loci. These findings indicate that GATA3 directly represses Lta and Ltb expression.

CCL2, also known as monocyte chemotactic protein-1 (MCP-1), recruits monocytes, memory T cells and dendritic cells to sites of tissue injury, infection and inflammation [33]. It is primarily secreted by monocytes, macrophages and dendritic cells. Our data revealed that the Ccl2 transcriptional level in CD4 T cells is generally low, however, it is increased by GATA3 knockdown. This derepression was observed in both Th1 and Th2 cells, indicating that GATA3-mediated repression of Ccl2 transcription is common in CD4 T cell subsets and may prevent excessive immune responses. 

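The Ccl2 signal in Th2-1st cells was 10.2 without stimulation, 7.39 after anti-TCR stimulation and 23.9 with GATA3 siRNA after stimulation, all below the array median, with a log2 ratio of 1.70 against a spread of 1.94, and of 0.17 with low signals raised to that median. In Th2-4th cells it was 58.7, 253 and 618, a log2 ratio of 1.29 against a spread of 0.30.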

GATA3 may indirectly repress Ccl2 transcription because there are no GATA3 binding peaks around the Ccl2 gene locus.

We previously reported that both high-level expression of GATA3 and the ability to produce large amount of Th2 cytokine are maintained in memory Th2 cells. [12] In the current report, we confirmed that GATA3 expression is critical for the expression of a certain set of Th2-specific cytokine genes in memory Th2 cells. The effects of GATA3 knockdown on memory Th2 cells were nearly identical to those observed in Th2-1^st^ and Th2-4^th^ cells, although dependency changes were also observed in some genes in memory Th2 cells compared with that observed in Th2-1^st^ cells. GATA3 dependency was found to be decreased in the Clcf1, Tube1, Rnf128, Cxcl3, Ccr8 and Il-5 genes. On the other hand, GATA3 dependency was found to be increased in the Epas1, Cxcr4 and Il-24 genes. However, the fact that only a small number of genes showed change in GATA3 dependency indicates that GATA3-mediated gene regulation mechanisms are similar between Th2-1^st^ and memory Th2 cells.

In summary, our present study revealed that the continuous expression of GATA3 is required for the maintenance of the expression of the majority of Th2-specific genes in fully developed Th2 cells and in vivo generated antigen-specific memory Th2 cells. A list of 32 Th2-specific genes is shown in Table 1. GATA3 binding, expression levels and histone acetylation states for all RefSeq genes are shown in Table S1.

**Table 1:** Overview of 32 Th2-specific inducible genes, highlighting their functions and GATA3 dependency.

RefSeq ID	Genesymbol	h*GATA3*-RV inStat6^−/−^ Th2-1^st^ (*)^22^	*Gata3* KD inTh2-1^st^ (**)	*Gata3* KD inTh2-4^th^ (**)	*Gata3* KD inmemory Th2 (**)	GATA3 dependency inmemory Th2	GO term
GATA3 target genes							
NM_023049	*Asb2*	92.92	21.44	34.30	28.27		ank repeat, ubl conjugation pathway
NM_001045530	*Ccnjl*	42.66	19.81	23.19	unevaluable		cyclin
NM_007720	*Ccr8*	19.44	7.22	11.93	45.30	decrease	chemokine receptor activity
NM_013498	*Crem*	27.90	72.53	70.15	77.20		transcription factor activity
NM_019779	*Cyp11a1*	122.42	18.08	21.90	28.18		cholesterol metabolism, steroid metabolism
NM_010137	*Epas1*	−0.06	74.05	75.86	26.93	increase	transcription factor activity
NM_008091	*Gata3*	12.35	18.87	17.37	23.05		transcription factor activity
NM_010370	*Gzma*	-5.74	51.85	40.70	51.02		cytolysis, Serine protease
NM_008355	*Il13*	201.35	11.90	25.56	21.29		cytokine activity
NM_053095	*Il24*	41.26	61.95	57.28	3.92	increase	cytokine activity
NM_021283	*Il4*	50.77	38.97	49.07	26.87		cytokine activity
NM_010558	*Il5*	75.90	1.40	4.41	3.63	decrease	cytokine activity
NM_016780	*Itgb3*	26.34	86.97	98.28	43.46		cell adhesion
NM_030887	*Jdp2*	78.41	52.77	30.03	87.20		transcription factor activity
NM_017373	*Nfil3*	−2.32	26.62	49.06	48.89		transcription factor activity
NM_177368	*Tmtc2*	55.56	20.90	35.14	19.10		transmembrane
NM_009401	*Tnfrsf8*	−16.18	91.68	119.09	95.09		receptor
GATA3 non-target genes							
NM_176933	*Dusp4*	-8.20	133.15	97.16	107.88		protein phosphatase
NM_007899	*Ecm1*	2.16	59.75	124.92	49.03		extracellular matrix
NM_010169	*F2r*	29.09	49.36	40.11	41.84		thrombin receptor activity, blood coagulation
NM_025768	*Grtp1*	9.13	unevaluable	unevaluable	unevaluable		GTPase activation
NM_010555	*Il1r2*	−21.22	43.46	60.71	84.63		cytokine receptor activity
NM_013871	*Mapk12*	7.27	43.84	69.52	40.36		MAP kinase activity
NM_010959	*Oit3*	unevaluable	unevaluable	unevaluable	unevaluable		calcium ion binding
NM_001002927	*Penk*	10.21	56.13	51.23	69.82		opioid peptide activity
NM_019676	*Plcd1*	−14.71	98.15	73.64	95.92		phosphoinositide phospholipase C activity
NM_008967	*Ptgir*	110.02	29.08	47.17	32.11		g-protein coupled receptor
NM_023270	*Rnf128*	20.85	24.75	39.68	70.82	decrease	transmembrane, ubl conjugation pathway
NM_011309	*S100a1*	18.57	74.10	84.12	71.13		calcium ion binding
NM_011897	*Spry2*	unevaluable	145.42	72.15	66.60		developmental protein, membrane
NM_181071	*Tanc2*	26.89	35.85	45.44	53.09		ank repeat
NM_028006	*Tube1*	−21.52	324.17	199.93	88.45	decrease	cytoplasm, cytoskeleton

(*) GATA3 dependency was evaluated by the recovery score (RS) [22].

(**) GATA3 dependency was evaluated by gene expression ratio (Gata3/Control siRNA).

“Unevaluable” means that mRNA level was too low to detect by qPCR.

Unifying 24 genes identified in the present study and previously reported 26 genes [22], 32 genes were defined as Th2-specific inducible genes. Four biological readouts in these 32 genes are shown; (1) changes in gene expression by enforced expression of hGATA3 in STAT6-deficient Th2-1^st^ cells (3^rd^ column), (2) changes in gene expression by GATA3 knockdown in Th2-1^st^ cells (4^th^ column), (3) those in Th2-4^th^ cells (5^th^ column), and (4) those in memory Th2 cells (6^th^ column). In the 3^rd^ column, GATA3 dependency was determined by the recovery score (RS), which is defined as the linear equation below [22]:

RS (%)  = 100×(C−B)/(A−B).

where *A* indicates the signal intensity of Th2, *B* indicates the signal intensity of STAT6-deficient Th2, and *C* indicates the signal intensity of STAT6-deficient Th2 with overexpression of hGATA3. In the 4^th^, 5^th^, and 6^th^ column, GATA3 dependency was determined by gene expression ratio (*Gata3*/Control siRNA). Gene ontology (GO) terms identified by DAVID analysis tool are shown in the 7^th^ column.

## Supporting Information

Figure S1 **The effects of GATA3 knockdown on the expression of Th2-specific genes.** The gene expression levels of GATA3, 16 Th2-specific GATA3 target genes and 15 Th2-specific GATA3 non-target genes in Th1 cells and Th2 cells were determined with qRT-PCR. The relative intensity (relative expression/Hprt; highest signal intensity  = 10) (mean of two samples) levels are shown.
(TIF) Click here for additional data file.

Figure S2 **The effects of GATA3 knockdown on the expression of GATA3 protein. (A),** The protein expression of GATA3 was determined by immunoblotting with specific mAbs. The protein expression of Tubulin was shown as an internal control. **(B),** The levels of GATA3 protein expression were determined by intracellular staining.
(TIF) Click here for additional data file.

Figure S3 **The effects of GATA3 knockdown on the expression of potential GATA3-regulated genes in Th2 cells.** The gene expression levels of GATA3, six genes negatively regulated by GATA3 (Th1 high genes) and nine genes positively regulated by GATA3 (Th2 high genes) in Th1 cells and Th2 cells were determined with qRT-PCR. The relative intensity (relative expression/Hprt; highest signal intensity  = 10) (mean of two samples) levels are shown.
(TIF) Click here for additional data file.

Figure S4 **The effects of GATA3 knockdown on the expression of cytokine and cytokine receptor genes.** The gene expression levels of GATA3, 12 cytokine genes positively regulated by GATA3, 12 cytokine genes negatively regulated by GATA3, seven cytokine receptor genes positively regulated by GATA3 and four cytokine receptor genes negatively regulated by GATA3 in Th1 cells and Th2 cells were determined with qRT-PCR. The relative intensity (relative expression/Hprt; highest signal intensity  = 10) (mean of two samples) levels are shown.
(TIF) Click here for additional data file.

Figure S5 **A comparison of GATA3 dependency among Th2-1^st^ and Th2-4^th^ cells in a 2-D plot.** The gene expression profiles studied with the microarray analysis were analyzed in a 2-D plot. The x-axis shows the relative expression (GATA3/Control siRNA) levels in Th2-1st cells. The y-axis shows the relative expression (GATA3/Control siRNA) levels in the Th2-4^th^ cells.
(TIF) Click here for additional data file.

Figure S6 **Analysis of GATA3 binding at Th2-specific genes.** A ChIP assay was performed using anti-GATA3 antibody and control anybody in Th2-1^st^, Th2-2^nd^, Th2-3^rd^ and Th2-4^th^ cells. The levels of binding at the indicated GATA3-bound Th2-specific genes were assessed by a qPCR analysis and shown in percent input (Specific Ab ChIP/input DNA; mean of two samples). The binding region in the Gzma gene was unable to be included because of difficulties encountered during the design of qPCR primers specific for this region. Detail information about GATA3-bound regions is available in a previous report [22].
(TIF) Click here for additional data file.

Table S1 **GATA3 binding, expression levels and histone acetylation states for all RefSeq genes.**
(XLS) Click here for additional data file.

Materials and Methods S1 (DOCX) Click here for additional data file.

# Supplementary material for: Genome-Wide Gene Expression Profiling Revealed a Critical Role for GATA3 in the Maintenance of the Th2 Cell Identity
**Source:** PLoS One. 2013 Jun 18;8(6):e66468. doi: 10.1371/journal.pone.0066468
**Supplement:** Materials and Methods S1

*Immunoblot Analysis*

Cytoplasmic extracts and nuclear extracts were prepared using NE-PER Nuclear and Cytoplasmic Extraction Reagent (Pierce Chemical Co., CAT#78833). The antibodies used for the immunoblot analysis were anti-GATA3 (Santa cruz: sc-268),　anti-Tubulin alpha (NeoMarkers: DM1A).

*Immunofluorescent staining and flow cytometric analysis*

Intracellular staining was also performed as described previously[17]. Anti-GATA3-alexa647 (BD Pharmingen 560068) antibody was used for cytoplasmic staining. The flow cytometric analysis was performed on a FACSCalibur instrument (BD Biosciences, San Jose, CA) and the results were analyzed with the FlowJo software program (BD Biosciences).

How the deposited data were processed for this re-analysis (not part of the article)

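RNA of Th2-1st and Th2-4th cells was measured on 6 Affymetrix mouse genome arrays. In each culture 1 array held control siRNA cells without stimulation, 1 held control siRNA cells after anti-TCR stimulation and 1 held GATA3 siRNA cells after stimulation. The authors deposited 1 signal intensity per probe set on a linear scale, made with the Affymetrix Expression Console, whose version and algorithm are not given in the sources used here. In the deposited intensity values the mean without the lowest and highest 2% of probe sets is 500.0 on every array, so the arrays were already scaled to a common mean. No background value, detection call or scanner file was used here, and the precision is limited by the single array of each condition.
From those intensities, ratios of array pairs were computed: GATA3 siRNA over control siRNA in each culture, stimulated over unstimulated control cells in each culture, and Th2-4th over Th2-1st control cells, stimulated and unstimulated. Of the 45101 probe sets, 34958 named 1 gene in the platform annotation, 932 named several and 9211 named none. Genes were named only from probe sets with 1 gene, and 34754 of these (99.4%) matched a gene of the RefSeq table used for current symbols. This gave 18194 genes, of which 9012 had more than 1 probe set, and the probe set with the highest mean log2 signal stood for the gene. A ratio under 0.5 or over 2 counted as a change, as in the paper, with no filter on low signals. For a probe set or low-signal rule the paper's text and supplements, as far as held here, were searched and none was found.
With 1 array per condition no p-value was computed. The spread at each signal was a robust SD (1.4826 times the median absolute deviation) of the log2 ratio among genes of like signal, which includes real changes and so is no replicate error. The counting steps were tested on simulated data with the measured spread: of genes given a log2 change of 1.5 in Th2-1st cells, 90% were recovered, and of those given 3, 100%. These shares were not split by signal, so they do not give the recovery among genes with low signals.
Gene lists were fixed before the data were examined: the GATA3 target and non-target genes of Table 1, the target genes shared by both cultures, the cytokine and receptor genes the authors found on these arrays, and textbook lists of other Th2, Th1, Th17, regulatory, follicular helper and naive or memory T cells, T cell identity, immediate early genes of TCR signalling, interferon response, cell cycle, stress and unfolded protein response, cholesterol synthesis, glycolysis and hypoxia, reference genes, and markers of CD8 T and NK cells, B cells, myeloid cells, mast cells and basophils, stromal and erythroid cells. Each of the 28 lists was described by its counts and median log2 ratio, and by the percentile of the median among 10000 random lists matched on mean log2 signal in 20 bins. The genes named in the text were chosen by a rule: every gene the paper names, the 10 genes in each direction with the largest shared knockdown ratio, the 5 with the largest ratio in each culture and direction, the 10 with the largest shared stimulation ratio, the 5 with the largest culture ratio, genes with opposite ratios, and the examples of each list. Apart from the genes the paper names, these were above the array median in the pairs they were ranked in, and list examples in at least 1 knockdown pair, so that Il1r1, Itgae and Slamf6 lay below it in the other. Some members of these lists had no probe set naming them alone and were not analysed here.
The alternatives were the mean over a gene's probe sets, the probe set with the largest ratio, probe sets or RefSeq transcripts counted instead of genes, leaving out probe sets that can cross-hybridise, centring or quantile normalization of the arrays, a filter or a floor at the array median, and the paper's threshold for a substantial change. A filter requiring a signal above the array median in both knockdown pairs was added after the values were seen. The copy of Table S1 used here holds its first 1999 rows, so no overlap or set test was run on it. The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and matplotlib 3.10.9 drew the plots.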

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

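The test of low signals in this part was chosen only after the result was seen.
Among genes with a signal above the array median in both knockdown pairs, 12 genes were lower in Th2-1st and higher in Th2-4th cells and 24 were the reverse, a difference between the cultures that was not tested. Of all genes with opposite 2-fold changes, 95.5% were not above the array median in both pairs (87.6% of those changed in the same direction), and the 760 opposite genes there were 1.08 times the 704 of independent lists, which goes with array noise at low signals, though independent real changes would give as many. Above the median, the 36 opposite genes stand against 11.4 for independent lists. With low signals raised to the array median 3 of the 36 were left, against 77 of 111 genes changed in the same direction. Most of the 36 genes had a highest signal less than 2-fold above the array median. Such genes cannot pass 2-fold after this step, so their loss cannot tell noise from real changes. The 3 opposite genes left were Ccl20, N4bp3 and Cryzl2, each higher in Th2-1st and lower in Th2-4th cells. With control and GATA3 siRNA, Ccl20 read 33.9 and 134 in Th2-1st cells and 497 and 246 in Th2-4th cells. Ratios of over 4 spreads in both cultures were found in 0 genes with opposite changes and in 46 with changes in the same direction, which leaves smaller opposite changes open. A difference between the culture stages in single genes stays open as an untested biological explanation, but examples such as Oas2 and Oas3 of the interferon response had a signal below the array median in each pair, with control and knockdown signals of 38.9 and 78.6 in Th2-1st and 82.2 and 16.4 in Th2-4th cells for Oas2, and 45.6 and 145, and 122 and 41.4, for Oas3.
The stimulation of control cells is not analysed as such in the paper. Above the array median, 1178 genes were higher and 1844 lower after anti-TCR stimulation in Th2-1st cells, and 1628 were higher and 2354 lower in Th2-4th cells. Over all genes, 3191 were higher and 3067 lower in Th2-1st cells, and 3404 were higher and 3936 lower in Th2-4th cells. Ifng, the signature cytokine of Th1 cells, read 23.3 before and 16961 after stimulation in Th2-1st cells, and 70.1 and 38438 in Th2-4th cells. Il31, an itch cytokine of Th2 cells, read 11671 and 15418 after stimulation.
Ggct, which the paper does not discuss, had log2 knockdown ratios of -3.35 in Th2-1st and -3.18 in Th2-4th cells, and Aqp3 had ratios of -2.50 and -3.21. In stimulated control cells, the granzyme genes Gzmd and Gzmg had log2 ratios of Th2-4th over Th2-1st of 6.63 and 11.26, the latter from a Th2-1st signal of 3.25, near background, and Gzmd was chosen after its values were seen.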

How the results depend on the processing

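No paired analysis was possible because each condition has 1 array, and the cultures are conditions, not replicates. The log2 ratio of Gata3 in both cultures (14 values) and the changes of dependency of Il5, Il13, Cxcl3 and Cxcr6 (28 values) kept their direction and stayed within 1.96 spreads under every alternative run, and 1 of the Gata3 ratios moved by over 1 spread. For Gata3, Il5 and Cxcl3, the mean over probe sets and the probe set with the largest ratio gave the main ratios again. Their signals in the knockdown pairs lay above the array medians, so neither the filter nor the floor could move these ratios. Without replicates, the tolerance of a log2 ratio was 1.96 spreads. It was 1 spread at first and was widened after the results were seen, and at 1 spread 110 of 392 list medians moved, at 1.96 spreads 52, with 3 reversed at either. Of 1134 ratios of single genes, 124 moved at 1 spread and 53 at 1.96, with 17 reversed at either, all of Bphl, Ccr9, Cyp11a1, Il13ra1, Itgae, Jdp2 or Slamf6. A single gene's ratio counts as reversed only past 2-fold, and a list median only where it lay outside the 95% range of matched random lists. A further 33 values of medians within that range changed sign, and 12 values of single gene ratios short of 2-fold, among them Rora in Th2-4th cells, to -2.11 with its probe set of the largest ratio. Of ratios past 2-fold, 38 values fell short of it with the same sign, and 14 became over 1.5 times larger and 10 over 1.5 times smaller while still past it. The shares of overlap leave out genes that went the opposite way in Th2-4th cells. Of the counts and shares, 88 of the values moved by more than 1.5 times or beyond their interval and 69 did not. Low signals limit the counts, since filters and floors at the array median change which genes can pass. Fewer genes or another unit explain the counts of the filter and of probe sets or transcripts by construction, and for the other values the cause was not tested.
Taking the probe set with the largest ratio of each gene gave 2671 lower and 4234 higher in Th2-1st, 3506 lower and 3531 higher in Th2-4th, 1048 lower and 1523 higher in both, 992 lower then higher, 1420 higher then lower, an overlap of 62.4% of lower genes, an overlap of 54.1% of higher genes, 8181 changed between cultures. List medians in Th2-1st moved to 1.93 for negatively regulated GATA3 targets, -1.97 for positive cytokine genes, -0.30 for other Th2 genes, 0.79 for Tfh genes, 0.12 for naive and memory genes, 0.10 for stress genes, 0.056 for glycolysis genes. In Th2-4th they moved to -1.48 for positively regulated GATA3 targets, 1.37 for negatively regulated GATA3 targets, 1.45 for negative receptor genes, -0.20 for other Th2 genes, -0.61 for Treg genes, 0.97 for Tfh genes, 0.45 for cholesterol genes, 0.68 for B cell markers, -0.95 for stromal markers. In Th2-1st it reversed the median to 0.22 for cholesterol genes. It reversed Bphl in Th2-4th to -2.52, Ccr9 in Th2-1st to 2.42, Cyp11a1 in Th2-4th to 2.20, Itgae in Th2-1st to 3.65, Jdp2 in Th2-1st to 1.66, Jdp2 in Th2-4th to 3.05. Counting probe sets instead of genes gave 4033 lower and 6823 higher in Th2-1st, 5547 lower and 5572 higher in Th2-4th, 1059 lower and 1619 higher in both, 928 lower then higher, 1475 higher then lower, 6118 lower and 8373 higher in either, an overlap of 30.3% of higher genes, 16338 changed by stimulation in Th2-1st, 18642 changed by stimulation in Th2-4th, 14546 changed between cultures. Keeping only genes above the array median in the pair gave 248 lower and 484 higher in Th2-1st, 386 lower and 331 higher in Th2-4th, 58 lower and 53 higher in both, 12 lower then higher, 24 higher then lower, 540 lower and 726 higher in either, an overlap of 24.6% of lower genes, an overlap of 11.5% of higher genes, 3022 changed by stimulation in Th2-1st, 3982 changed by stimulation in Th2-4th, 2151 changed between cultures, 708 with a changed dependency. List medians in Th2-1st moved to 0.38 for Th1 genes, -0.12 for myeloid markers, 0.40 for mast cell markers. In Th2-4th they moved to -1.32 for positive receptor genes, -0.45 for Treg genes, 0.28 for B cell markers, -1.16 for mast cell markers. Raising low signals to the array median gave 100 lower and 203 higher in Th2-1st, 145 lower and 127 higher in Th2-4th, 47 lower and 31 higher in both, 0 lower then higher, 3 higher then lower, 195 lower and 296 higher in either, an overlap of 47.0% of lower genes, an overlap of 15.5% of higher genes, 2504 changed by stimulation in Th2-1st, 3363 changed by stimulation in Th2-4th, 1565 changed between cultures, 468 with a changed dependency. List medians in Th2-1st moved to -1.19 for GATA3 target genes of Table 1, -0.28 for non-target genes of Table 1, -0.62 for positive receptor genes, -0.030 for Treg genes. It reversed Ccr9 in Th2-1st to 0.17, Il13ra1 in Th2-1st to 0.17, Itgae in Th2-1st to 0.17, Slamf6 in Th2-4th to -0.037. The paper's threshold for a substantial change gave 758 lower and 1330 higher in Th2-1st, 1057 lower and 1114 higher in Th2-4th, 119 lower and 220 higher in both, 120 lower then higher, 176 higher then lower, 1400 lower and 1928 higher in either, an overlap of 18.7% of lower genes, an overlap of 19.1% of higher genes, 3225 changed by stimulation in Th2-1st, 3898 changed by stimulation in Th2-4th, 2805 changed between cultures, 3334 with a changed dependency. Keeping only genes above the array median in both pairs, a filter added after the values were seen gave 178 lower and 328 higher in Th2-1st, 236 lower and 225 higher in Th2-4th, 58 lower and 53 higher in both, 12 lower then higher, 24 higher then lower, 320 lower and 464 higher in either, an overlap of 17.4% of higher genes. Taking the mean over probe sets gave an overlap of 30.2% of lower genes. List medians in Th2-1st moved to -0.61 for positive receptor genes, -0.27 for Treg genes. In Th2-4th they moved to -1.25 for positively regulated GATA3 targets, -0.44 for Treg genes, 0.42 for Tfh genes, -0.46 for naive and memory genes, 0.20 for B cell markers. In Th2-1st it reversed the median to 0.11 for cholesterol genes. It reversed Bphl in Th2-4th to -0.54, Ccr9 in Th2-1st to 0.76, Cyp11a1 in Th2-4th to 0.19, Itgae in Th2-1st to 1.30, Jdp2 in Th2-1st to 0.23, Jdp2 in Th2-4th to 0.63. Centring each array gave an overlap of 30.4% of higher genes. List medians in Th2-1st moved to -1.58 for GATA3 target genes of Table 1, -0.89 for non-target genes of Table 1, -1.62 for positively regulated GATA3 targets, 1.61 for negative cytokine genes, -0.35 for other Th2 genes, 0.061 for Th1 genes, -0.23 for naive and memory genes, 0.013 for T cell identity genes, 0.24 for immediate early genes, -0.22 for cell cycle genes, -0.20 for stress genes, -0.33 for cholesterol genes, -0.21 for glycolysis genes, -0.17 for reference genes. Counting RefSeq transcripts gave 580 lower and 881 higher in both. Quantile normalization moved list medians in Th2-4th to 0.016 for Th1 genes, -0.070 for immediate early genes. In Th2-4th it reversed the median to 0.015 for reference genes. Leaving out probe sets that can cross-hybridise moved list medians in Th2-4th to 0.72 for Tfh genes, 0.24 for glycolysis genes. It reversed Itgae in Th2-1st to 3.65.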

Differences from the paper's values

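The paper's thresholds of under 0.5-fold and over 2-fold were used, and no low-signal rule was found in its text. In Th2-1st cells, 1362 genes were lower, where the paper's value is 182, and of the alternatives set before the data were examined only the filter above the median of the pair, at 248, came within 1.5 times of it. For genes higher in Th2-1st cells, 2428 stand against the paper's 319, and none of those alternatives came within it. For genes lower in Th2-4th cells, 1922 stand against the paper's 240, again with no such alternative, and for genes higher in Th2-4th cells 1934 stand against the paper's 225, with the filter at 331 within it. Genes lower in both cultures numbered 346, the paper's value being 55, with the filter at 58 and the floor at 47 within it. Genes higher in both numbered 548, the paper's value being 58, with the filter at 53 within it. The genes lower in Th2-1st and higher in Th2-4th cells numbered 325 and the reverse 471, where the paper's value is 1 for each, and no alternative came within either. Genes lower in either culture numbered 2142 against the paper's 365 and genes higher in either 3018 against the paper's 484, and the filter gave 540 and 726, within both. Without genes that went the opposite way, as in the paper, the share of genes higher in Th2-1st cells that were also higher in Th2-4th cells was 28.0% (22.6% with them), the paper's value being 18.2%, with the mean over probe sets at 26.9%, the floor at 15.5% and the threshold for a substantial change at 19.1% within it. All other alternatives set before the data were examined stayed outside the paper's values for these measures. A filter above the array median in both knockdown pairs, chosen after the values were seen and calling 52 of the 66 measured calls the paper names, against 57 without it, gave 178, 328, 236 and 225 for the lower and higher genes of Th2-1st and of Th2-4th cells, 58 and 53 for those in both, 320 and 464 for those in either and 17.4% for the share, all within 1.5 times of the paper's values, and 12 and 24 for the opposite genes, which are not.
The legend of Fig. 3 gives lower expression of 6 genes (Areg, Bmp2, Bmp7, Ccl20, Ccl28 and Lif) for Th2-1st cells, while its grid marks them for Th2-4th cells. Of the 5 measured here, 5 were lower than 0.5-fold in Th2-4th and 1 in Th2-1st cells, and the grid is followed in the calls below. Of the 66 measured calls the paper names for single genes, 57 were past 2-fold here, and each of the 66 had at least 1 probe set past 2-fold in the paper's direction. The probe set with the largest ratio went against it for Jdp2 in both cultures (1.66 and 3.05), for Cyp11a1 (2.20) and Rora (-2.11) in Th2-4th cells and for Ccr9 in Th2-1st cells (2.42). The 9 not past 2-fold are Epas1 in both cultures (-0.65 and -0.96), Slamf1 in both (0.90 and 0.63), Rora in both (0.20 and 0.30), Ms4a6b in Th2-4th cells (0.98), and Tnfsf11 (0.79) and Il1rap (1.00) in Th2-1st cells. The mean over probe sets was past 2-fold for Epas1 (-1.06) and Ms4a6b (1.28) in Th2-4th cells and Tnfsf11 in Th2-1st cells (1.06), and centring took Ms4a6b in Th2-4th cells to 1.02. Other calls were lost, so that of the 66 the mean over probe sets kept 50 and centring 54. Quantile normalization kept 55, and raising low signals to the array median kept 53. Past 2-fold here, though not marked so in the paper's grid, were Ccr8 in Th2-4th cells (-1.70), and Bmp7 (-1.25), Ccl20 (1.98) and Ccl2 (1.70) in Th2-1st cells. The paper gives lower Il4 mRNA after knockdown by quantitative RT-PCR, and the array ratios were 0.13 (-0.04 after centring) and -0.26, at control signals of 34734 and 45979.6, within 2-fold of the brightest probe set of each array, where a ceiling of the signal was not tested. It gives comparable Gata3 expression in both cultures, where the arrays read 4883 and 9261. For Cxcl3 the paper gives higher mRNA in Th2-4th cells by quantitative RT-PCR, where the stimulated control arrays read 2964 in Th2-1st and 429 in Th2-4th cells. By the same method it gives Tube1 as substantially increased and Rnf128 as substantially decreased by knockdown in Th2-1st cells. On the arrays none of the 15 non-target genes of Table 1 was over 2-fold there. The 2 lower than 0.5-fold were Tanc2 and Ptgir. The target genes Gzma, Il24, Itgb3 and Jdp2 were lower than 0.5-fold on the Th2-1st arrays. Table 1 gives drops short of 2-fold for them there by quantitative RT-PCR. From Th2-1st to Th2-4th cells, its ratios of Gzma, Il24 and Il4 changed in the direction opposite to the arrays.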

Other observations

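Of the tests of explanations in this part, only that of the Ighm probe sets was chosen before the result was seen. The gene lists, and the alternatives their medians were run under, were set before the data were examined.
Single genes of other T cell programmes differed with GATA3 siRNA. Of 11 measured Th17 genes, Il1r1, the IL-1 receptor, read 132 with control siRNA and 25.1 with GATA3 siRNA in Th2-1st cells (a log2 ratio of -2.39, and -0.92 with low signals raised to the array median, while its other probe set, at low signals, stood at 1.28), and the list medians were -0.02 and -0.14 in Th2-1st and Th2-4th cells. The 20 other Th2 genes had medians of -0.18 and -0.04, the latter turning to 0.03 under quantile normalization. Naive and memory genes had medians of -0.06 and -0.29, with Id3, an inhibitor of E proteins, at -1.62 in Th2-4th cells, and T cell identity genes of 0.18 and 0.03. Interferon response genes had medians of 0.38 and 0.05 (the former 0.21 after centring), cell cycle genes of -0.04 and 0.23, stress genes of -0.03 and -0.06 (the latter 0.04 under quantile normalization), glycolysis genes of -0.04 and 0.06 and cholesterol synthesis genes of -0.16 and 0.26. The 9 measured reference genes had medians of 0.00 and -0.20, and the direction turned under quantile normalization in both cultures. Of the marker lists of other cells, the medians were 0.31 and 0.18 for CD8 T and NK cells, 0.22 and -0.27 for B cells, 0.40 and 0.18 for myeloid cells, -0.30 and 0.34 for mast cells and basophils, -0.38 and 0.12 for stromal cells and 0.65 and 1.37 for the 4 measured erythroid genes, mostly at low signals. Over the 7 alternatives these medians ran from 0.14 to 0.58 for CD8 T and NK cells, 0.025 to 0.27 for B cells, -0.12 to 0.37 for myeloid cells, -0.66 to 0.40 for mast cells and basophils, -0.65 to 0.17 for stromal cells and 0.17 to 1.35 for erythroid genes in Th2-1st cells, and from -0.015 to 0.23 for CD8 T and NK cells, -0.26 to 0.68 for B cells, -0.037 to 0.23 for myeloid cells, -1.16 to 0.96 for mast cells and basophils, -0.95 to 0.16 for stromal cells and -0.037 to 1.60 for erythroid genes in Th2-4th cells. Under quantile normalization in Th2-1st cells the medians were 0.04 for B cells, 0.19 for myeloid cells, -0.66 for mast cells and basophils, -0.65 for stromal cells and 0.43 for erythroid genes, and after centring 0.14 for CD8 T and NK cells. Cpa3, the carboxypeptidase of mast cells, read 255 and 67.7 in Th2-1st cells and 320.2 and 44.9 in Th2-4th cells. Under at least 1 alternative the sign of the median turned in Th2-1st cells for Th17, naive and memory, stress, glycolysis, cholesterol and reference genes. There it also turned for the markers of myeloid cells, mast cells and basophils, and stromal cells. In Th2-4th cells it turned for Th1, follicular helper, other Th2, stress and reference genes. It also turned there for the markers of CD8 T and NK, B, myeloid, mast and basophil, stromal and erythroid cells.
The cultures themselves differed in proliferation genes. Of 24 measured cell cycle genes, 22 were under 0.5-fold in Th2-4th against Th2-1st stimulated control cells, with a median of -1.88, and 20 in unstimulated cells, with a median of -1.59. The mitotic kinase Aurkb read 1583 and 241, and Cdk1 8901 and 1538. Among Th1 genes, 8 were higher in Th2-4th cells, and Nkg7 read 1922 and 16099. In all, 2307 genes were lower and 3127 higher in stimulated Th2-4th cells, and 3003 and 2402 after centring. In unstimulated cells 2240 were lower and 3554 higher, 2986 and 2717 after centring and 2732 and 2682 under quantile normalization. The median of all genes was 0.10 and 0.17 in these comparisons and -0.14 and -0.07 after centring. Beside them, the 12 poly-A control probe sets, added to the RNA before labelling, were 2.53-fold higher in stimulated and 3.69-fold higher in unstimulated Th2-4th cells, and the 3 probe sets of mouse 18S ribosomal RNA were 1.67-fold and 2.95-fold higher.
The log2 knockdown ratio of Il5, Il13, Cxcl3 and Cxcr6 lay nearer 0 in Th2-4th than in Th2-1st cells. A weaker knockdown of Gata3 was not seen, as its log2 ratio changed by -0.26, and by -0.05 after centring, but both lie within the spread of 0.27 of that change, so that a slightly weaker one stays open. The Gata3 signal left after knockdown was higher in Th2-4th than in Th2-1st cells. Whether this remainder plays a part was not tested. A ceiling of the array signal is argued against for Cxcl3 and Cxcr6, whose highest signal on any array was 6.91 and 1.54 times that of Th2-4th stimulated control cells. For Il5 and Il13 a ceiling stays open, as these stood at 76.1% and 60.1% of the brightest probe set of that array. The paper gives a weaker dependency of both genes in the later cycles by quantitative RT-PCR too, which has no array ceiling. A ceiling therefore stays open for the size of the array change, not as its only cause. Selection of genes for their large ratio in Th2-1st cells may add to the change of the array ratios, since the genes lower in Th2-1st cells went from -1.46 to -0.64 and those lower in Th2-4th cells from -1.35 to -0.19 in the other culture, and the culture stage stays open as an untested biological explanation. The blocking of IL-4 in the later cycles is part of that stage and was not tested either.
Ighm, the immunoglobulin mu chain, read 5964 in stimulated Th2-1st and 76.8 in stimulated Th2-4th control cells, although the paper gives a magnetic sort of CD4 T cells. Cross-hybridisation of 1 probe set is argued against, since the 5 other Ighm probe sets above the array median had a median log2 ratio of Th2-4th over Th2-1st of -1.82. A large share of B cells is argued against, since the other 12 B cell markers had a median of 0.836 times the array median in stimulated Th2-1st control cells. Of these, 2 were at least 2 times the array median, H2-Ab1 at 448 and Cd74 at 201. The B cell list with Ighm was lower in Th2-4th cells (median -0.62, percentile 0.87 of matched lists). A small share of B cells stays open, as a median over markers cannot exclude it. Plasma cells stay open, as 7 of 8 plasma cell markers had a median of 10.5 times the array median, but T cells also express Xbp1, Irf4, Prdm1 and Sdc1, while Jchain read 648 in Th2-1st and 52.1 in Th2-4th cells and Mzb1 468 and 195, and probe sets of the immunoglobulin light chain genes Iglv1 and Igkv8-30, chosen after their values were seen, read 378 and 1.62, and 485 and 14.5. No biological explanation in the T cells themselves was tested.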
